# Fbxw11 promotes the proliferation of lymphocytic leukemia cells through the concomitant activation of NF-κB and β-catenin/TCF signaling pathways

**DOI:** 10.1038/s41419-018-0440-1

**Published:** 2018-03-19

**Authors:** Lina Wang, Wenli Feng, Xiao Yang, Feifei Yang, Rong Wang, Qian Ren, Xiaofan Zhu, Guoguang Zheng

## Abstract

The ubiquitin–proteasome system (UPS) participates in both physiological and pathological processes through the posttranslational regulation of intracellular signal transduction pathways. F-box and WD-40 domain protein 11 (Fbxw11) is a component of the SCF (Skp1–Cul1–F-box) E3 ubiquitin ligase complex. Fbxw11 regulates various signal transduction pathways, and it may have pathological roles in tumorigenesis. However, the role of Fbxw11 in the development of leukemia and the underlying mechanisms remain largely unknown. In this study, Fbxw11 expression was aberrantly upregulated in patients with lymphocytic leukemia. Its expression was dramatically decreased in patients who achieved complete remission (CR) after chemotherapy. The high level of Fbxw11 expression in L1210 lymphocytic leukemia cells stimulated cell proliferation in vitro and tumor formation in vivo. The effects were mediated by the stimulation of cell cycle progression rather than the induction of apoptosis. Furthermore, a bioinformatics analysis suggested concomitant activation of the NF-κB and β-catenin/TCF signaling pathways, which were confirmed by reporter gene assays. Moreover, blocking experiments suggested the involvement of both pathways in the growth-promoting effects of Fbxw11. Our results reveal the role of Fbxw11 in lymphocytic leukemia cells and imply that Fbxw11 may serve as a potential molecular target for the treatment of lymphocytic leukemia.

## Introduction

Hematopoiesis is strictly regulated by complicated intercellular communication from the hematopoietic microenvironment through sophisticated signal transduction networks. Dysregulation of signal transduction will disrupt the balance of normal hematopoiesis and cause various blood diseases. Leukemia is regarded as a clonal disease^1,2^, and many intrinsic and extrinsic factors have been verified to play parts in the initiation and development of leukemia^3,4^. During leukemogenesis, leukemia cells outcompete their normal counterparts and become dominant due to their high capacity for self-renewal and low capacity for apoptosis^5^. Diverse intrinsic abnormalities, which endow leukemia cells with those characteristics, have been elucidated at different levels, including mRNA transcriptional control, protein translation, and posttranslational modifications^6–10^.

The ubiquitin–proteasome system (UPS), which is the main pathway for the degradation of short-period proteins in cells, is involved in the posttranslational regulation of numerous intracellular signal transduction pathways^11^. The Skp1/cullin/F-box (SCF) complex is an important E3 ubiquitin ligase. F-box family proteins, which are further divided into Fbxw, Fbxl, and Fbxo subfamilies based on protein structure, determine the specificity of substrate degradation by identifying and binding to different target proteins^12^. Abnormal expression or dysfunction of several F-box proteins results in aberrant ubiquitination, inducing the development and progression of malignancies, including hematopoietic malignancies. Some F-box family members contribute to tumorigenesis and tumor development^13–15^. Fbxw7 controls leukemia-initiating cells in chronic myelogenous leukemia and chronic myeloid leukemia (CML) by regulating c-Myc ubiquitination^16–18^. Fbxo11 loss or mutation induces impairments in BCL6 degradation, and therefore BCL6 accumulation contributes to pathogenesis of diffuse large B-cell lymphomas^19^. In addition, the E3 ligase family members Fbxl2, Fbxl10, and SKP2 participate in the proliferation of leukemia cells by regulating the ubiquitination pathway^20–22^. To date, the effects of other members in the F-box family on the development of hematopoietic malignancies have not been established.

F-box and WD repeat domain containing 11 (Fbxw11), also known as HOS or β-TrCP2, belongs to the Fbxw subfamily of the F-box protein family^23^. Fbxw11 is crucial for embryonic development, and the most obvious defect in Fbxw11^−/−^ mice is embryonic mortality^24^. Fbxw11 plays pivotal roles in various signaling pathways by regulating the ubiquitination of phosphorylated substrates. The SCF^Fbxw11^ complex regulates many important biological processes, including the cell cycle, differentiation, development, and metabolism, by targeting a broad range of substrates, including IκB, β-catenin, ATF4, Emi1, etc.^25–29^. Fbxw11 recognizes and binds to phosphorylated IκB and β-catenin, which triggers their degradation through the UPS. The nuclear factor (NF)-κB and Wnt/β-catenin signaling pathways are closely associated with hematopoiesis^30,31^. Studies of the mechanisms by which Fbxw11 regulates the development and progression of solid tumors have mainly focused on the activation of the NF-κB pathway. Fbxw11 plays an important role in controlling the IκB-dependent apoptotic pathway in human melanoma^32^. Furthermore, Fbxw11 is overexpressed in mouse skin tumors and accelerates tumor progression by activating the NF-κB signaling pathway^33^. Moreover, associations among Fbxw11, β-catenin, and NF-κB have been observed in colorectal cancer^32^. In our previous study, upregulation of Fbxw11 in hematopoietic stem progenitor cells (HSPCs) in the T-cell acute lymphocytic leukemia (T-ALL) microenvironment was detected. According to the results of a preliminary study, Fbxw11 expression was upregulated in bone marrow (BM) samples from patients with acute lymphocytic leukemia (ALL). However, the role of Fbxw11 in leukemia development remains largely unknown.

In the present study, we examined the expression of Fbxw11 in leukemia samples and explored the role of Fbxw11 in lymphocytic leukemia cells using in vitro and in vivo experiments. Fbxw11 expression was upregulated in ALL samples. Furthermore, the high-level expression of three variants of the Fbxw11 transcript in the lymphocytic leukemia cell line L1210 accelerated proliferation in vitro and promoted tumor formation in vivo. Moreover, Fbxw11-mediated concomitant activation of the NF-κB and β-catenin/T-cell factor (TCF) signaling pathways contributed to increased proliferation in lymphocytic leukemia cells.

## Results

### Fbxw11 expression in hematopoietic malignancies

Fbxw11 expression was initially analyzed in hematopoietic malignancies in the BloodSpot database to assess the clinical relevance of Fbxw11^34^. Based on the analysis of the GSE13159 dataset from Microarray Innovations in Leukemia (MILE), Fbxw11 was expressed at significantly higher levels in the ALL or chronic lymphocytic leukemia (CLL) group than the healthy BM group (Fig. 1a). The amplitude of the expression change was converted from log2 expression data. Compared with the healthy BM group, the average expression of Fbxw11 showed 12.23% increase in ALL group, 41.13% increase in CLL group and 22.57% decrease in CML group. Furthermore, in patients with ALL presenting with cytogenetic abnormalities, Fbxw11 was expressed at high levels observed in most subtypes, except for B-cell acute lymphocytic leukemia (B-ALL) with t(8;14) or T-ALL (Fig. 1b). Interactive hierarchical tree showed the difference of Fbxw11 expression among different types of leukemia (Fig. 1c).

**Fig. 1:**
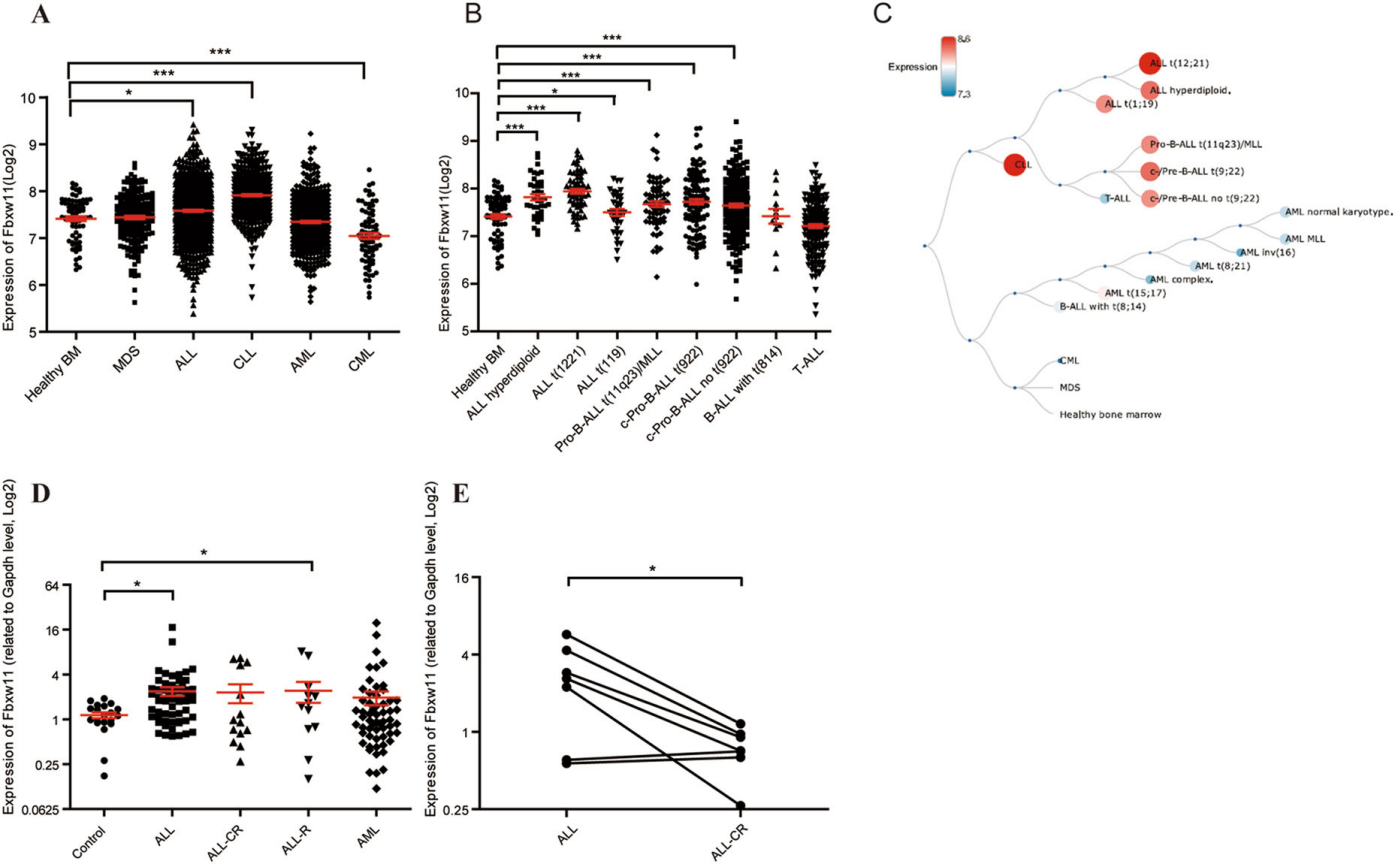
Fbxw11 expression in hematopoietic malignancies. **a**–**c** Fbxw11 expression was analyzed in the GSE13159 dataset (*n* = 2095) from MILE in the BloodSpot database. Fbxw11 expression among AML, ALL, CML, CLL, MDS, and healthy BM samples (**a**) and among ALL cytogenetic subtypes (**b**) are shown. The Tree diagram shows differences in the Fbxw11 expression among patients with different types of leukemia (**c**). **d**, **e** Fbxw11 expression in BMMCs was detected using real-time PCR. **d** Fbxw11 expression in 20 control samples and 146 pediatric patients with AL, including newly diagnosed ALL (*n* = 60), ALL in complete remission (ALL-CR, *n* = 15), relapsed ALL (ALL-R, *n* = 12), and newly diagnosed AML (*n* = 59), is shown. **e** A follow-up study of Fbxw11 expression in 7 ALL patients before and after standard chemotherapy achieving CR. The real-time PCR results were obtained from three independent experiments. *p < 0.05, ***p < 0.001

Fbxw11 expression in patients with acute leukemia (AL) was investigated using real-time PCR. Fbxw11 was expressed at higher levels in patients with newly diagnosed ALL and relapsed ALL than in healthy donors (Fig. 1d). Fbxw11 was expressed at lower levels in patients with ALL who achieved complete remission (CR), although the difference was not statistically significant due to the limited number of cases and heterogeneity among patients (Fig. 1d). Then a follow-up study was performed in 7 cases of ALL patients to compare Fbxw11 expression in the same patients before and after standard chemotherapy achieving CR. The result revealed that Fbxw11 expression was decreased significantly in patients who achieved CR after chemotherapy (Fig. 1e). A statistical analysis was also performed on clinical features, including risk, age, TEL/AML1, chromosome translocation, BCR/ABL chromosome translocation, lactate dehydrogenase level, leukocyte count, and 7-day peripheral blood response to prednisone treatment. Statistically significant differences were not observed (Figure S1).

### High levels of Fbxw11 expression promoted the growth of L1210 cells in vitro

Fbxw11 is expressed as three transcript variants in humans and four variants in mice through alternative splicing^24,35^. A schematic of mouse Fbxw11 is shown in Fig. 2a. Fbxw11a is the full-length transcript encoding the largest isoform. Fbxw11b and Fbxw11c contain an in-frame deletion of exon 3 or exon 2, respectively, whereas Fbxw11d lacks both exons. More than 30 transcripts were cloned from mouse BM samples covering only Fbxw11c (43%) and Fbxw11d (57%), suggesting that those two isoforms might be important for hematopoiesis (Fig. 2b). The L1210 lymphocytic leukemia cell line was chosen for further study and infected with retroviruses carrying Fbxw11 variants. Stably transfected cell lines were obtained by cell sorting and defined as L1210-control, L1210-Fbxw11a, L1210-Fbxw11c, and L1210-Fbxw11d, respectively. Cells expressing high levels of Fbxw11 variants were verified by real-time reverse transcriptase PCR (RT-PCR) and western blotting (Fig. 2c, d). Cell proliferation, apoptosis, and migration were investigated to assess the effects of Fbxw11 on leukemia cells in vitro. Fbxw11 had little effect on apoptosis (Figure S2). In contrast, high levels of Fbxw11 expression promoted the proliferation of L1210 cells. Based on the results of the growth curves obtained by counting cells (Fig. 2e) and the MTS (3-(4,5-dimethylthiazol-2-yl)-5-(3-carboxymethoxyphenyl)-2-(4-sulfophenyl)-2H-tetrazolium) assay (Fig. 2f), Fbxw11 significantly enhanced the growth of L1210 cells. A cell cycle analysis was performed using PI staining and Ki-67/Hoechst33342 staining. Typical fluorescence-activated cell sorrting results are shown (Figure S3). Increased percentages of L1210-Fbxw11a, L1210-Fbxw11c, and L1210-Fbxw11d cells in S/G2/M phase were detected using propidium iodide (PI) staining (Fig. 2g) and Ki-67/Hoechst33342 staining (Fig. 2h).

**Fig. 2:**
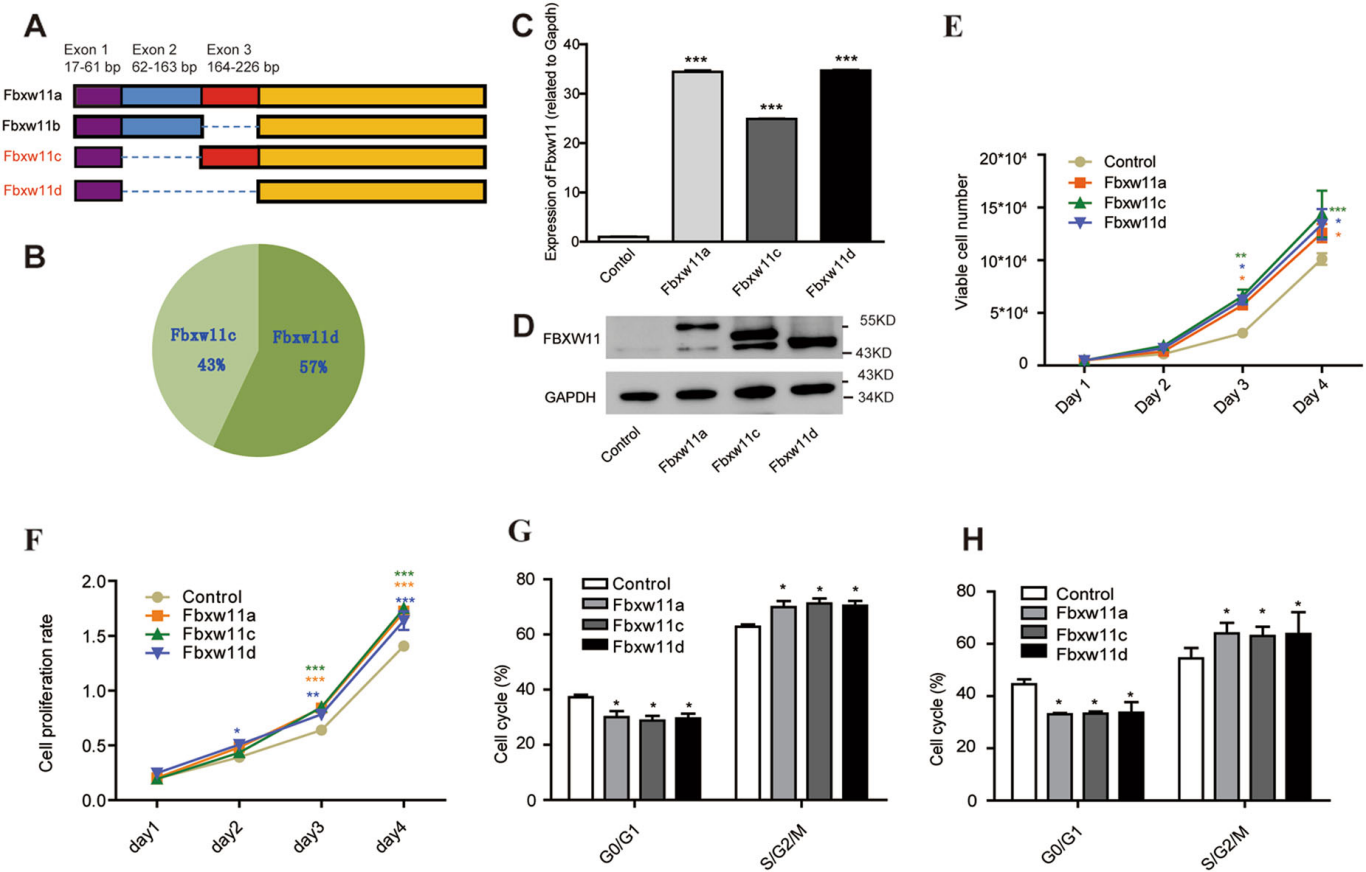
Fbxw11 promotes cell proliferation in vitro. **a** Schematic of the Fbxw11 gene. **b** Pie chart shows the proportion of transcript variants (Fbxw11c and Fbxw11d) expressed in mouse BM cells. **c**,** d** L1210 cell lines expressing high levels of Fbxw11 variants were established by retroviral infection and verified by real-time RT-PCR (**c**) and western blotting (**d**).** e**,** f** The proliferation potential of L1210 cells with or without high levels of Fbxw11 isoforms in vitro was assessed by counting cells (**e**) or the MTS method (**f**). **g** Changes in the cell cycle after Fbxw11 overexpression were detected by PI staining followed by FACS analysis. **h** Cell cycle analysis using Ki67 and Hoechst 33342 staining. Data are presented as means ± SEM (*n* = 3; 3 independent experiments). *p < 0.05, **p < 0.01, ***p < 0.001

### High levels of Fbxw11 expression promoted the formation of tumors comprising L1210 cells in vivo

DBA/2J mice were subcutaneously injected with 1 × 10^6^ L1210-control, L1210-Fbxw11a, L1210-Fbxw11c, and L1210-Fbxw11d cells (*n* = 5/group) to further examine the effects of Fbxw11 on the proliferation of leukemia cells in vivo. Tumor volumes were measured weekly and calculated using the formula: length × width^2^/2. Tumor growth was significantly increased in groups expressing high levels of Fbxw11 variants (Fig. 3a). Mice were sacrificed on day 28 and the tumors displaying high levels of Fbxw11 expression were larger than control tumors (Fig. 3b). Bromodeoxyuridine (BrdU) incorporation experiment showed a significantly higher rate of BrdU-positive cells in tumors formed by L1210 cells expressing high levels of Fbxw11 variants than control slides using confocal microscopy (Fig. 3c, d). Taken together, high levels of Fbxw11 transcript variants promoted L1210 cell growth in vitro and in vivo.

**Fig. 3:**
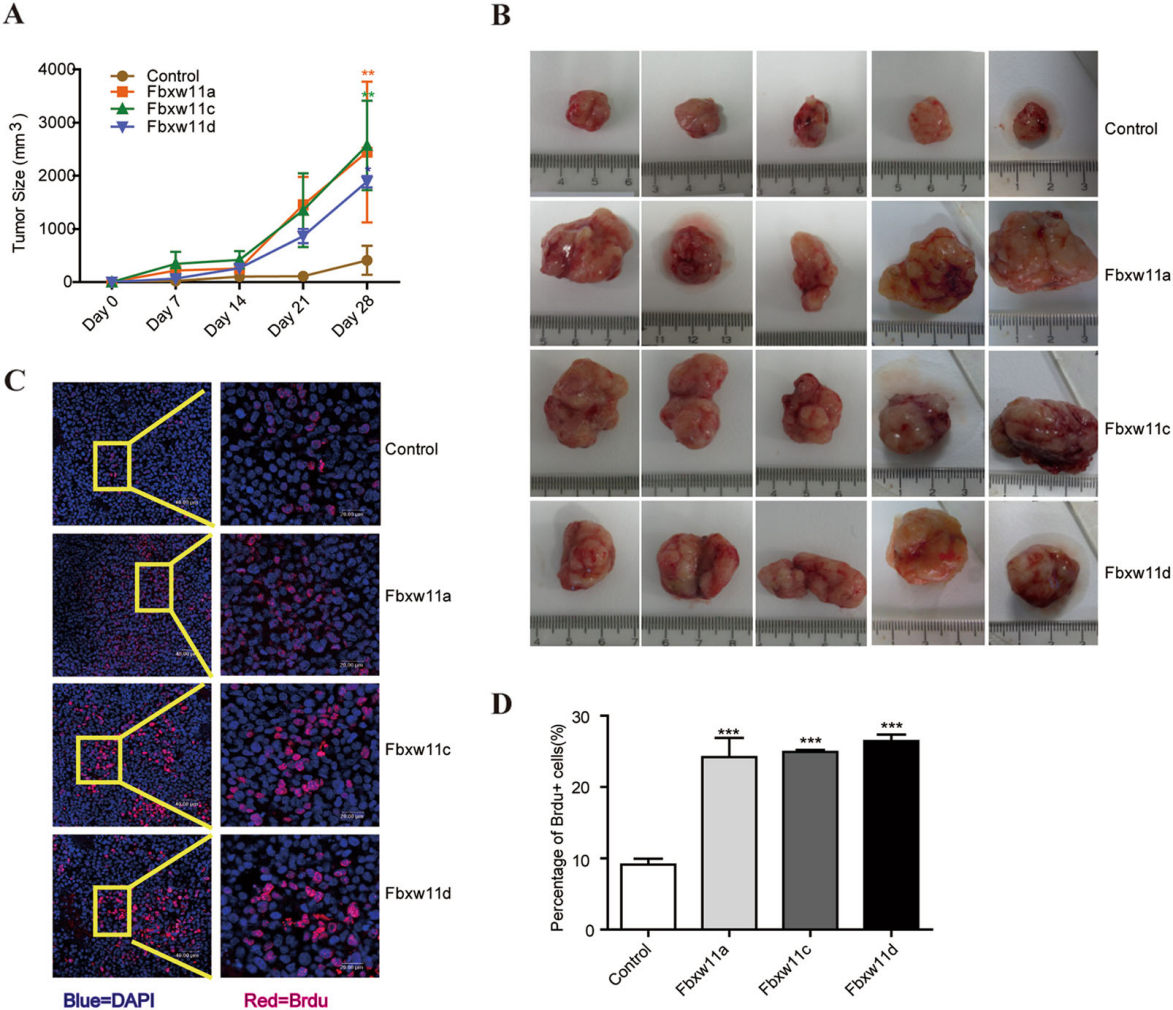
Fbxw11 promotes tumor formation in vivo. The dorsal surfaces of DBA2 mice were s.c. injected with leukemia cells. **a** Tumors were measured weekly after the leukemia cell injection. Tumor volumes were calculated using the formula length × width^2^/2. (*n* = 5). **b** Representative images of the tumors from mice sacrificed on day 28. Tumors expressing high levels of Fbxw11 were larger than control tumors. **c** The proliferation of L1210 cells with or without high levels of Fbxw11 expression was assessed using the BrdU incorporation assay. BrdU-positive cells were counted in at least five random fields using a microscope. Representative images of BrdU staining are shown. Scale bars represent 40 μm for low-magnification images and 20 μm for high-magnification images. Blue represents DAPI and red indicates BrdU. **d** Statistical analysis of the BrdU incorporation assay. Data are presented as means ± SEM (*n* = 5; 3 independent experiments). *p < 0.05, **p < 0.01, ***p < 0.001

### Effects of Fbxw11 on gene expression profiles in L1210 cells

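L1210 is a mouse lymphocytic leukemia cell line. RNA from 4 L1210 cell lines was labelled with the dye Cy3 and hybridised to 1 Agilent mouse array per line, so there are no replicate arrays. No difference between lines has a replicate check, and no p-value across genes is given. The authors deposited the scanner software's output for each array, which holds a background-corrected signal intensity for every spot, and 1 table of log2 signals normalized across the 4 arrays. The arrays carried 59305 gene spots for 55681 probes, and 33822 of these probes had a gene symbol, for 24561 symbols in all. Probes well above background made up 62.5% of all probes on the L1210-control array, 66.0% on L1210-Fbxw11a, 64.3% on L1210-Fbxw11c and 68.7% on L1210-Fbxw11d. No gene spot was saturated. The L1210-control, L1210-Fbxw11a and L1210-Fbxw11c arrays were on slide 1, and the L1210-Fbxw11d array was alone on slide 2, so for this line the slide and the variant cannot be told apart. Each signal was taken as log2 minus the 75th percentile of its own array, spots flagged as outliers were left out, and spots of the same probe were averaged. Signals printed beside genes are on the scale of the L1210-control array. A probe was compared where it was well above background on at least 1 of the 2 arrays. Where it was not on the other array, the fold change is a bound, written "at least", against the probe's own signal or the lowest signal of probes with every spot well above background on that array, whichever is higher. A gene with several probes was represented by the probe with the highest mean signal. For the 399 probes printed on 10 spots, the median SD between spots of a probe on the L1210-control array was 0.055 on the log2 scale among the brightest probes and 0.37 among the dimmest, and it was 0.63 among the dimmest on L1210-Fbxw11d. These spreads leave out culture, sorting and RNA extraction. The E1A spike-in RNAs differed from the L1210-control array by 0.13 ± 0.06 (SD, n = 8 probes) on L1210-Fbxw11a, by 0.15 ± 0.10 (SD, n = 8) on L1210-Fbxw11c and by -0.59 ± 0.09 (SD, n = 8) on L1210-Fbxw11d, all on the log2 scale after scaling. Before scaling these were 0.15, 0.27 and 0.034.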

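Fbxw11 itself was read by 2 probes on chromosome 11 of mm9, at 32646601 to 32646660 and at 32646490 to 32646549. They start at bases 3803 and 3692 of the transcript. The first probe gave a signal of 13153 in L1210-control, 16339 in L1210-Fbxw11a, 15871 in L1210-Fbxw11c and 13383 in L1210-Fbxw11d, which are log2 ratios to L1210-control of 0.31, 0.27 and 0.025. The second probe gave log2 ratios of 0.21, 0.22 and 0.18. With quantile normalization, the first probe in L1210-Fbxw11d became -0.061. No pair of arrays differed by 2-fold on either probe. The array therefore gives no check of the labels through the overexpressed gene.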

Total RNA was isolated from L1210-control, L1210-Fbxw11a, L1210-Fbxw11c and L1210-Fbxw11d cells and applied to an Agilent Sureprint G3 Mouse Gene Expression Microarray to investigate the mechanism by which Fbxw11 transcript variants promoted proliferation. A fold change ≥2.0 was used as a cutoff. Based on the scatter plots, >1500 genes were differentially expressed in each L1210 cell line expressing high levels of an Fbxw11 transcript variant compared with L1210-control cells (Fig. 4a–c). 

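At a fold change of 2 or more, 1932 probes differed between L1210-Fbxw11a and L1210-control, of which 1022 were higher and 910 lower in L1210-Fbxw11a. In L1210-Fbxw11c, 1655 probes differed, 627 higher and 1028 lower. In L1210-Fbxw11d, 2725 probes differed, 385 higher and 2340 lower. Counted by gene symbol, these were 798, 688 and 1060 genes. In simulated arrays with noise between spots alone, 600, 562 and 577 unchanged probes were called in the comparisons of L1210-Fbxw11a, L1210-Fbxw11c and L1210-Fbxw11d. Many calls lay near the detection limit. For L1210-Fbxw11a, 49.3% of the called probes were well above background on only 1 of the 2 arrays, and the share was 49.5% for L1210-Fbxw11c and 31.7% for L1210-Fbxw11d. The brighter of the 2 signals, before scaling, was under 100 in 60.7%, 62.1% and 65.3% of the calls. It was over 1000 for 63, 42 and 85 probes. Without any filter on dim probes, the counts were 5102, 4689 and 7290. After quantile normalization, the calls for L1210-Fbxw11d were 696 higher and 1625 lower. The 3 variant lines also differed from each other, by 1872 probes between L1210-Fbxw11a and L1210-Fbxw11c, 2910 between L1210-Fbxw11a and L1210-Fbxw11d and 2060 between L1210-Fbxw11c and L1210-Fbxw11d.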

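Of the genes called at 2-fold or more, 278 were in all 3 lists of L1210-Fbxw11a, L1210-Fbxw11c and L1210-Fbxw11d. Of these, 269 changed in the same direction in all 3 lines, 37 higher and 232 lower than in L1210-control, and 9 changed in opposite directions. A further 393 genes were called only in L1210-Fbxw11a, 237 only in L1210-Fbxw11c and 586 only in L1210-Fbxw11d. Genes shared by only 2 lists were 52 for L1210-Fbxw11a and L1210-Fbxw11c, 75 for L1210-Fbxw11a and L1210-Fbxw11d, and 121 for L1210-Fbxw11c and L1210-Fbxw11d. The overlap fell to 112 genes when a gene had to be well above background on all 4 arrays. The 3 comparisons share the single L1210-control array. In 100 simulated sets of 4 unchanged arrays, with the spread found between the 3 variant arrays and 1 detection limit for all arrays, 192 genes on average (166 to 219) were called in the same direction in all 3 comparisons, against 259 observed under that limit. That spread includes any real difference between the variants. Under it a list held 717 genes on average, against 748 observed, and with the spread between spots of a probe 198. With each array taken as the reference in turn, the number of genes that differed in the same direction on the 3 other arrays was 269 for L1210-control, 259 for L1210-Fbxw11a, 130 for L1210-Fbxw11c and 254 for L1210-Fbxw11d. Among genes well above background on all 4 arrays, these numbers were 109, 99, 33 and 205, the highest with L1210-Fbxw11d as the reference. Among genes well above background on all 4 arrays and changed in the same direction, judged by the least changed line, the largest rises were in Gm2085, Me3, Cyp11a1, Klhl30 and Gm15328, and the largest falls in Cxcl2, Sema4f, Cxcl1, Cxcl5 and Gm10732. Cxcl1 lies on chromosome 5 of mm9, and its probe covers 91321845 to 91321904. Its signal was 11997 in L1210-control, 793 in L1210-Fbxw11a, 1175 in L1210-Fbxw11c and 1181 in L1210-Fbxw11d.

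**Figure D1:**
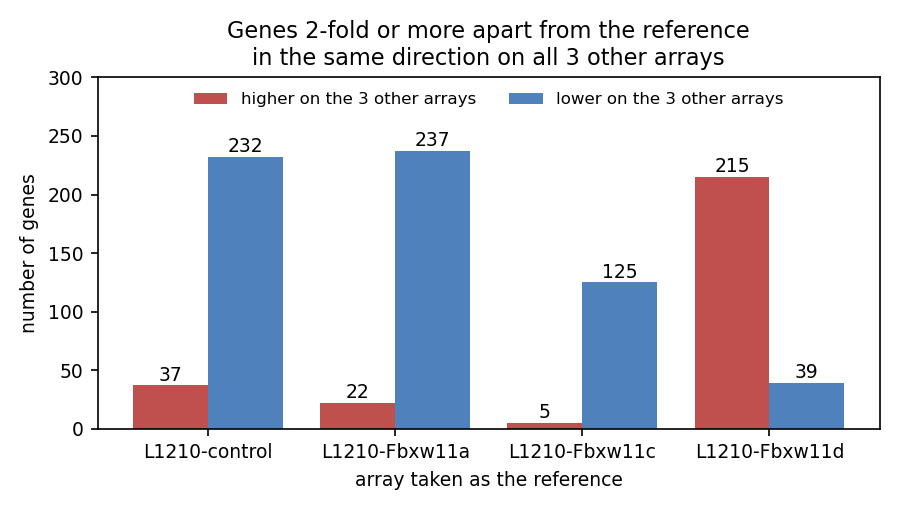
Number of genes (vertical axis) that differ by 2-fold or more from the array taken as the reference (horizontal axis) in the same direction on all 3 other arrays. Red bars count genes higher on the other arrays and blue bars genes lower on them. The 232 lower genes with L1210-control as the reference stand beside 237 with L1210-Fbxw11a as the reference.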

Genes with fold changes >2 were selected for a Venn analysis to show differences and similarities among L1210-Fbxw11a, L1210-Fbxw11c, and L1210-Fbxw11d cells (Fig. 4d). Differentially expressed genes (DEGs) normalized to L1210-control cells were then analyzed using Ingenuity Pathways Analysis (IPA), which enables comparisons among different groups. The IPA activation *z*-score algorithm was used to predict the direction of regulation (increase if a *z*-score ≥ 2.0, decrease if a *z*-score ≤ -2.0) for a biological process. To determine the top canonical pathways associated with the observed differentially expressed gene, we performed a canonical pathway analysis. Among the top 10 items, the Wnt/β-catenin pathway was simultaneously activated in the three groups (Fig. 4e). 

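The IPA pathway scores were not repeated, and the Wnt categories below come from the GO terms that the authors' deposited table gives for each gene. The paper's IPA comparison took the sum of the 3 lists and a score of direction. The counts below take only the genes in all 3 lists, so they do not check that result. The background was the 17254 genes that could have been called in all 3 comparisons. Of the 278 genes in all 3 lists, 3 (1.08%) were annotated to the Wnt signaling pathway, against 0.869% of the background, and 30.2% of 10000 random lists matched on mean expression held as many. The term for canonical Wnt signaling also held 3 of the 278 genes, and 3.66% of the random lists held as many. No shared gene of either term was higher in all 3 lines. Frat1 of the Wnt signaling pathway and Myh6 and Uty of canonical Wnt signaling, named after their values were seen, were lower in all 3. Dkk1 and Wnt2b, which are named here after their values were seen, changed in opposite directions between lines. The log2 ratio of Dkk1 was 1.05 in L1210-Fbxw11a and at most -2.19 in L1210-Fbxw11c and -2.71 in L1210-Fbxw11d, where it was not well above background. Wnt2b had log2 ratios of 1.67 in L1210-Fbxw11a, at most -1.47 in L1210-Fbxw11c, where it was not well above background, and -1.14 in L1210-Fbxw11d.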

Because the three Fbxw11 variants showed similar effects on the cell cycle, Gene Ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) analyses were performed based on the genes within the intersecting set shown in Fig. 4f, g, which show the top 25 significant categories in GO biological processes and KEGG pathways, respectively. Immune response-associated pathways, such as cytokine-mediated pathway and chemokine-mediated pathway, were enriched in both GO and KEGG analyses. 

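Among the 278 genes in all 3 lists, 17 (6.12%) were annotated to the immune response, against 0.597% of the background genes. None of the 10000 matched random lists held as many. Of these 17 genes, 15 were lower than in L1210-control in all 3 lines and 1, Fasl, was higher in all 3. The term chemotaxis held 9 of the shared genes and inflammatory response 12, and again no random list held as many. Of these, 8 and 10 genes were lower in all 3 lines. The chemokine-mediated signaling pathway held 3 genes, a number reached by 1.39% of the random lists. The cytokine-mediated signaling pathway held 2, Ifnb1 and Il6, which 36.7% of the random lists reached. Il6, on chromosome 5 of mm9 with its probe at 30346367 to 30346426, had a signal of 103.8 in L1210-control and of 13.6, 7.68 and 14.4 in L1210-Fbxw11a, L1210-Fbxw11c and L1210-Fbxw11d. The L1210-Fbxw11c value was not well above background, and in L1210-Fbxw11a 1 of the 2 spots was. Keratinization held 4 shared genes, all lower in all 3 lines, and 0.07% of the random lists held as many.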

Categories of regulation of cell proliferation and positive regulation of T-cell proliferation were also enriched in GO biological processes. 

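Regulation of cell proliferation held 5 of the 278 shared genes, which 0.39% of the matched random lists reached. These were Csf2, Fas, Il6, Mecom and Nos2, named after their values were seen, and all 5 were lower than in L1210-control in all 3 lines. Positive regulation of T cell proliferation held 2 shared genes, Cd28 and Il6, both lower, and 17.6% of the random lists held as many. The term for positive regulation of cell proliferation held 6 shared genes, 5 lower and 1 higher, and the term for negative regulation held 2. As many were held by 24.1% and 85.6% of the random lists.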

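KEGG pathways are not among the annotations of the deposited table, so 3 GO terms for NF-κB signaling were counted in their place. I-κB kinase/NF-κB signaling has 19 genes in the background of 17254 genes, its positive regulation has 97, and positive regulation of NF-κB transcription factor activity has 77. None of the 278 genes in all 3 lists was annotated to any of the 3 terms. The matched random lists held a median of 0, 0 and 1 such genes, so a count of 0 is near what chance gives and does not separate the shared genes from random lists.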

Notably, the NF-κB signaling pathway was enriched in the KEGG analysis, consistent with our previous results.

**Fig. 4:**
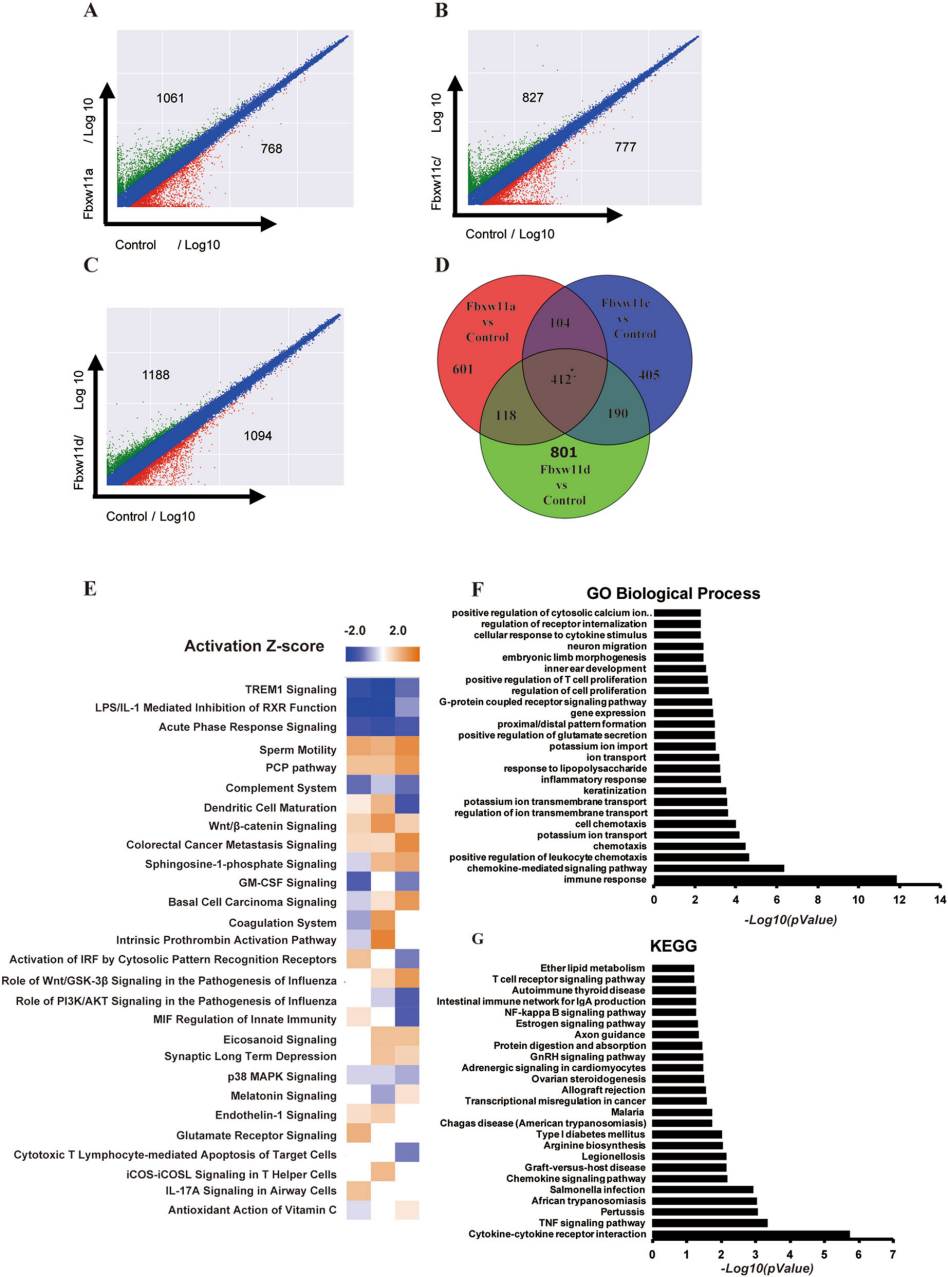
Fbxw11 affects gene expression profiles in L1210 cells. Total RNA from L1210-control, L1210-Fbxw11a, L1210-Fbxw11c, and L1210-Fbxw11d cells was applied to an Agilent Sureprint G3 Mouse Gene Expression Microarray analysis**. a**–**c** Scatter plots show the fold changes in gene expression in L1210 cells expressing high levels of Fbxw11 compared with L1210-control cells. **d** DEGs in L1210 cells expressing high levels of Fbxw11 were normalized to L1210-control cells and summarized; the Venn diagram illustrates the number of overlapping genes. **e** Canonical pathway analysis was performed based on DEGs from the normalized data of the three groups, which were standardized to control cells by using the IPA software. The IPA activation *z*-score algorithm was used to predict the direction of regulation for a biological process. A *z*-score ≥ 2.0 predicts a significant increase of a function or process, whereas a *z*-score ≤ -2.0 predicts a significant decrease. GO analysis (**f**) and KEGG pathway annotation analysis (**g**) of DEGs were performed using the FunNet database

### Fbxw11 promoted the expression of some proliferation-associated genes

Based on the results of the GO analysis of biological processes, the category associated with proliferation was selected for further analysis, and the selected genes are listed in Fig. 5a. Thirteen of these genes were reported to stimulate proliferation, and 9 were reported to suppress proliferation in previous studies. 

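The labels of Fig. 5a name 22 genes that the array carries. Of these, 18 were well above background in L1210-control and 12 on all 4 arrays. By the probe with the highest mean signal, 10 genes were higher and 9 lower than in L1210-control in all 3 lines. A change of 2-fold or more in all 3 lines was found for 4 higher genes, Emp2, Fasl, P2rx7 and Gabbr1, and for 4 lower genes, Csf2, Il6, Igfbp5 and Plxnb1. Igfbp5 was well above background only in L1210-control, and its log2 ratios were at most -2.80, -2.75 and -3.27. With the mean of a gene's probes, Gabbr1 and Nanog changed direction in all 3 lines, and Nck2 in L1210-Fbxw11a became 0.43. Probes of the same gene disagreed for several genes. For Marveld3 the brightest probe gave log2 ratios of 0.17, -0.26 and -0.60 in L1210-Fbxw11a, L1210-Fbxw11c and L1210-Fbxw11d, and a second probe, well above background only in L1210-control, gave at most -1.98, -1.93 and -2.44. For Nck2 the brightest probe gave -0.24, -0.070 and -0.45, and a second probe gave 1.09, at most -1.37 and at most -1.89. A second P2rx7 probe rose by less than 2-fold in all 3 lines, with log2 ratios of 0.69, 0.45 and 0.39.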

Plac8, Nanog, Emp2, Fasl, Tnfsf18, Arg1, Gabbr1, and Plxnb1 were selected and verified by real-time PCR. With the exception of Arg1 in L1210-Fbxw11a cells, the expression of proliferation-promoting genes was upregulated while the expression of proliferation-suppressing genes was downregulated in L1210-Fbxw11a/c/d cells (Fig. 5b). These results were consistent with the gene array data. 

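On the arrays, Fasl (chromosome 1 of mm9, probe at 163711056 to 163711115) had a signal of 517 ± 51.8 in L1210-control, 1145 ± 115 in L1210-Fbxw11a, 1453 ± 145 in L1210-Fbxw11c and 1877 ± 188 in L1210-Fbxw11d, where the error is the scanner software's for 1 spot. The changes were 2.22-, 2.81- and 3.63-fold, each larger than this error. Tnfsf18 rose 1.99-, 2.80- and 2.00-fold from a signal of 91.3. Emp2 rose 2.53-, 2.18- and 2.18-fold from 72.0 by its brighter probe and 1.43-, 1.34- and 1.81-fold by the other. Plac8 lay near background, at 29.6 ± 5.10 in L1210-control, and rose 2.30-, 2.03- and 2.00-fold by one probe. By its other probe Plac8 rose 2.03- and 1.45-fold in L1210-Fbxw11a and L1210-Fbxw11c and was 1.01-fold lower in L1210-Fbxw11d, within the error of 1 spot. Arg1 was not well above background in L1210-control and was at least 1.48-fold higher in L1210-Fbxw11a, at least 2.10-fold in L1210-Fbxw11c and at least 1.45-fold in L1210-Fbxw11d. The brightest Nanog probe was lower in all 3 lines, with log2 ratios of -0.36, -0.30 and -0.39. Another Nanog probe, not well above background in L1210-control, was at least 1.81-, 1.60- and 1.49-fold higher. Plxnb1 was well above background only in L1210-control, at 40.4 ± 8.05, and was at least 2.81-, 2.72- and 3.89-fold lower in the variant lines. The Gabbr1 probe with the highest mean signal, at 37206959 to 37207018 on chromosome 17, lay near background at 31.9 ± 5.24 in L1210-control. It was 2.65-, 2.18- and 2.40-fold higher in the variant lines. Another Gabbr1 probe, at 37210986 to 37211045, was at 180.2 in L1210-control and at least 12.5-, 12.1- and 17.3-fold lower in the variant lines, where it was not well above background. With the mean of all Gabbr1 probes, the log2 ratios were -0.99, -1.09 and -1.44.

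**Figure D2:**
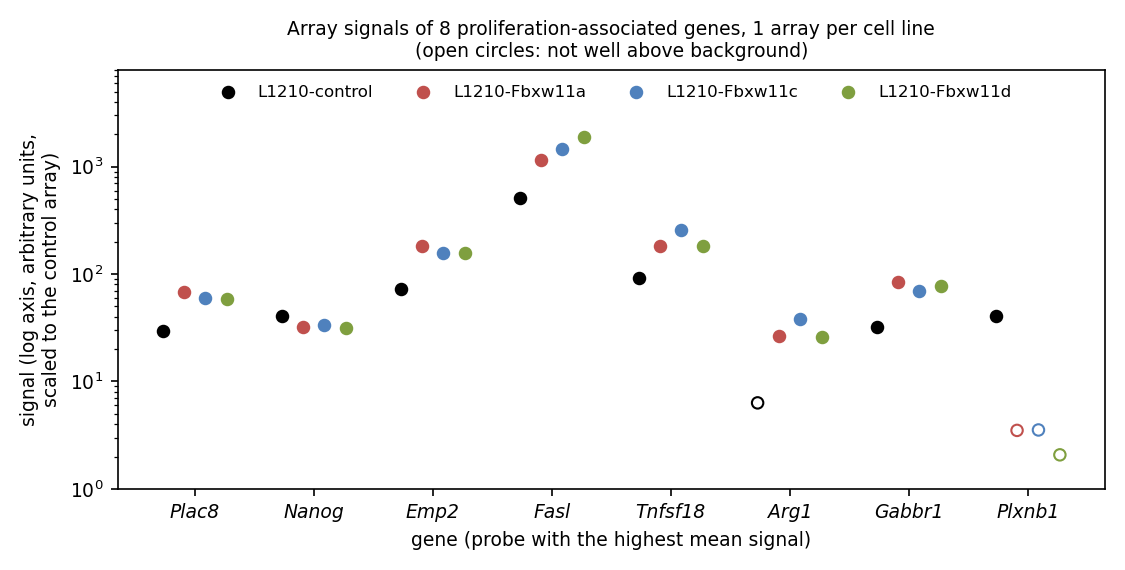
Array signal on a log axis (vertical, arbitrary units on the scale of the L1210-control array) of 8 genes (horizontal), 1 array per cell line, for the probe with the highest mean signal. Each circle is 1 array, and open circles were not well above background. Fasl stands at 517 in L1210-control and 1877 in L1210-Fbxw11d.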

Cell cycle checkpoint genes were also analyzed to further examine the effects of Fbxw11 on the cell cycle. Most of these genes displayed low fold changes in the gene array data (Fig. 5c). However, levels of the Cyclin D1 protein, which is regulated by multiple transcription factors, including NF-κB and β-catenin, were significantly increased in L1210 cells expressing high levels of Fbxw11 transcript variants, according to the Western blot analysis (Fig. 5d). 

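All 7 genes labelled in Fig. 5c were well above background on all 4 arrays, and none changed by 2-fold in any line. The change farthest from 0 was a log2 ratio of -0.52, for Cdkn1a in L1210-Fbxw11c. Ccnd1, which encodes Cyclin D1, lies on chromosome 7 of mm9 with its probe at 152116202 to 152116261. Its log2 ratios were 0.28 in L1210-Fbxw11a, 0.16 in L1210-Fbxw11c and 0.44 in L1210-Fbxw11d, and it was higher in all 3 lines under each alternative tried. With the 75th percentile scaling no other of the 7 was. The spread of a log2 ratio between 2 single spots was 0.11 (SD), pooled over the middle and brightest replicated probes. It comes from spots within arrays and leaves out differences between arrays. Within the scanner software's error, Ccnd1 at 14999 ± 1500 in L1210-Fbxw11a and 13793 ± 1379 in L1210-Fbxw11c overlapped 12358 ± 1236 in L1210-control. Its signal in L1210-Fbxw11d, 16721 ± 1672, did not. The log2 ratios of Cdk4 were -0.19, -0.044 and -0.15, those of Cdkn1b -0.081, 0.094 and 0.41, and those of Cdk6 0.14, 0.048 and -0.055. With normexp background correction, the Cdk4 log2 ratio in L1210-Fbxw11c became 0.017, and with the mean of all Cdk4 probes that in L1210-Fbxw11d became 0.037. The Cdk6 log2 ratio in L1210-Fbxw11d became 0.033 with quantile normalization and 0.0034 with median centring, which also brought Ccnd3 in L1210-Fbxw11c from -0.0072 to 0.0088, and that of Cdkn1b became -0.018 with the mean of its probes.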

We designed a cyclin D1 shRNA to reverse of the effect of Fbxw11 on proliferation and validate the role of Cyclin D1 on the Fbxw11-induced increase in cell proliferation (Fig. 5e). As expected, knockdown of cyclin D1 decreased the proliferation of L1210 cells (Fig. 5f).

**Fig. 5:**
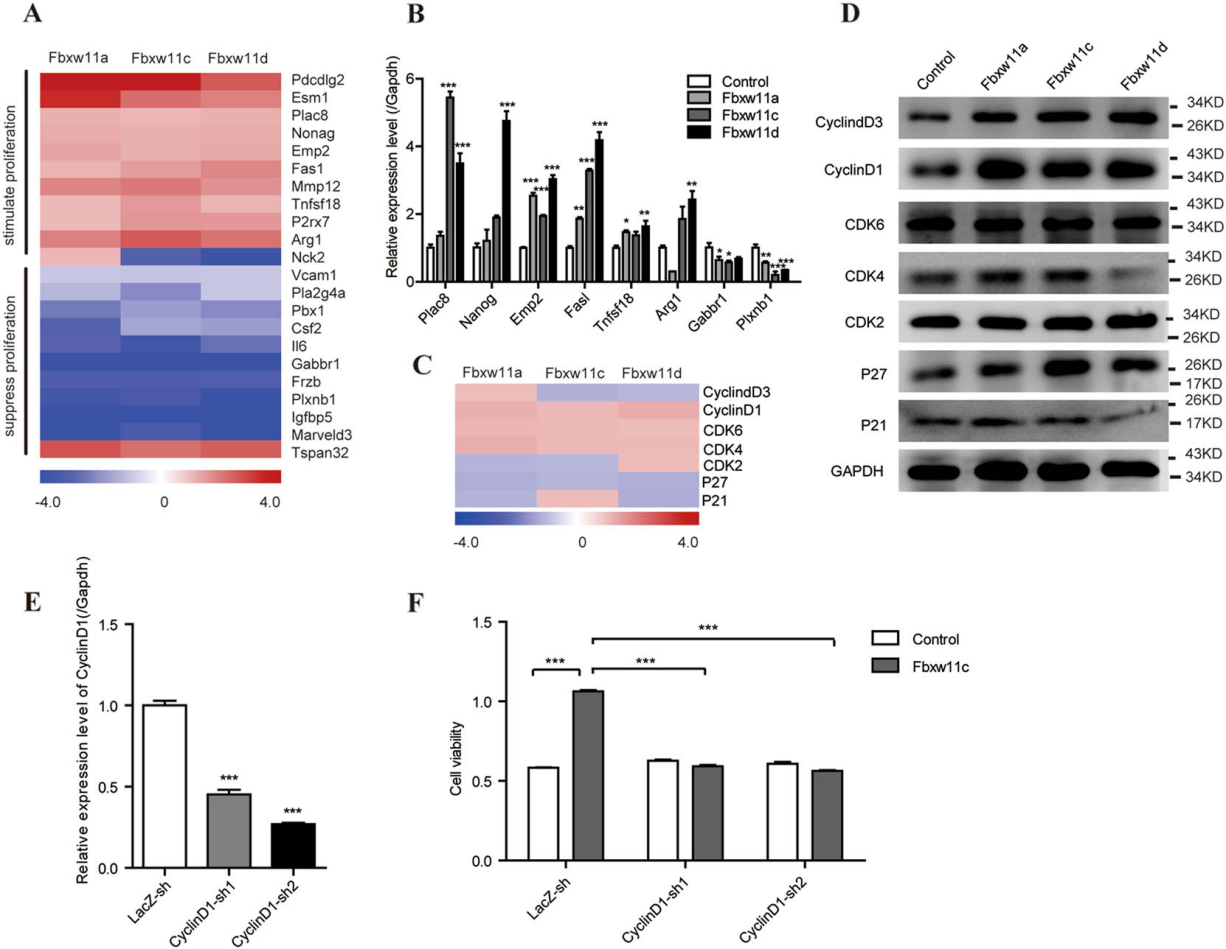
Analysis of proliferation-associated genes in L1210 cells expressing high levels of Fbxw11 variants. **a** Proliferation-associated genes, including 13 proliferation-promoting genes and 9 proliferation-suppressing genes, were selected. The data were standardized to L1210-control cells. **b** The expression of these genes was validated by real-time PCR. **c** Genes regulating the cell cycle were also selected for clustering and normalized to L1210-control cells. **d** Western blots were performed to detect the expression of eight integral proteins regulating the cell cycle. GAPDH was used as control. **e** Real-time PCR analysis showed that transfection of cells with Cyclin D1-specific shRNAs significantly reduced its mRNA levels in L1210 cells. **f** Cyclin D1 silencing decreased the proliferation of L1210 cells over-expressing Fbxw11c. Data are presented as means ± SEM (*n* = 3; 3 independent experiments). *p < 0.05, **p < 0.01, ***p < 0.001

### Fbxw11 might promote cell proliferation by activating both the NF-κB and β-catenin/TCF signaling pathways

As Cyclin D1 is downstream of both the NF-κB and β-catenin/TCF signaling pathways, we must determine which pathway is activated during the Fbxw11-mediated increase in proliferation. Hence, DEGs downstream of either NF-κB or β-catenin/TCF signaling pathway are plotted in Fig. 6a, b, respectively. 

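Counted here are 19 genes that Fig. 6a labels as downstream of NF-κB and that the paper's text and primer table do not name. On the arrays, 12 of them were well above background in L1210-control. Of the 19 genes, 9 were higher in all 3 lines, and 2, Col1a2 and Pla2g2e, were higher by 2-fold or more in all 3. A change of 2-fold or more in at least 1 line was found for 11. Col1a2 rose from a signal of 888 in L1210-control to 2419, 3819 and 3688 in L1210-Fbxw11a, L1210-Fbxw11c and L1210-Fbxw11d. Pla2g2e rose from 1239 to 3141, 2697 and 2786, and its second probe rose 2.00-, 1.68- and 2.05-fold. Amh was well above background only in L1210-Fbxw11d, and no fold change is given for it. Lef1 was well above background only in L1210-Fbxw11c, at least 1.08-fold higher there. Krt5 had log2 ratios of 1.30, 0.37 and -0.10, and with quantile normalization the last became 0.045. Some of the 9 rises depend on the processing. With normexp background correction Cdx1 became -0.025 in L1210-Fbxw11c and -0.25 in L1210-Fbxw11d, and with the mean of a gene's probes Krt6b became -0.17 in L1210-Fbxw11d and Pla2g2d -1.01 in L1210-Fbxw11a. Dio2 was at least 5.35-fold higher in L1210-Fbxw11a and at least 1.02-fold higher in L1210-Fbxw11c. Of the genes in the RT-PCR primer table, Pax8 had log2 ratios of 1.20, 1.39 and 2.18, Wnt10b 0.91, 1.26 and 1.15, and Fcgrt 1.00, 0.92 and 1.05. Saa3, Ccnd2 and Kiss1 were not well above background in L1210-control. Saa3 was at least 2.27-, 1.48- and 1.07-fold higher, Ccnd2 at least 1.03-fold higher in L1210-Fbxw11a and at least 6.94-fold in L1210-Fbxw11c with no fold change in L1210-Fbxw11d, and Kiss1 had no fold change in any line.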

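For β-catenin/TCF, 9 further genes labelled in Fig. 6b were counted, again leaving out those that the paper's text and primer table name. On the arrays, 6 of them were well above background in L1210-control and 7 were higher in all 3 lines. Of these 7, Krt17 went from 0.61 to -0.19 on the log2 scale in L1210-Fbxw11d with normexp background correction. Of the 9 genes, only Krt27 was higher by 2-fold or more in all 3 lines. Its signal was 449 in L1210-control, 2329 in L1210-Fbxw11a, 1283 in L1210-Fbxw11c and 1616 in L1210-Fbxw11d. Lgr5, on chromosome 10 of mm9 with its probe at 114887403 to 114887462, rose 3.00-, 2.14- and 1.82-fold from a signal of 207. With the mean of its 2 probes, one of which was not well above background on any array, the log2 ratio in L1210-Fbxw11d became -0.035. Wisp1 rose 2.45-, 1.85- and 2.02-fold by its brighter probe and 2.17-, 1.79- and 1.88-fold by its other probe. Ecel1 lay near background at 23.6 ± 4.42 in L1210-control and rose 1.82-, 1.75- and 1.76-fold. With normexp background correction, its log2 ratio in L1210-Fbxw11d became -0.016. Emp2, outside the 9 but among the β-catenin/TCF genes of the paper's RT-PCR, rose 2.53-, 2.18- and 2.18-fold by its brighter probe. By its other probe Emp2 rose 1.43-, 1.34- and 1.81-fold. The probes of Nanog, also among those RT-PCR genes, disagreed as given above. The probes of Dll1 disagreed, with log2 ratios of 0.39, 0.76 and 0.89 by one and -0.59, 0.52 and -1.04 by the other. Cldn1 and Irx3 were not well above background in L1210-control. Cldn1 was at least 1.20-fold higher in L1210-Fbxw11c and at least 2.47-fold in L1210-Fbxw11d, with no fold change in L1210-Fbxw11a, and Irx3 was at least 1.42-fold higher in L1210-Fbxw11a, with no fold change in the other 2 lines. From the genes plotted in Fig. 6a and Fig. 6b, the RT-PCR, the reporter assays and the inhibitors, the paper proposes that Fbxw11 promotes proliferation through both signaling pathways.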

The genes upregulated by Fbxw11 were summarized. Among these genes, upregulation of seven NF-κB-regulated genes in L1210-Fbxw11a/c/d cells was verified by real-time PCR, although slight differences in magnitude were observed among the three groups (Fig. 6c). Eight β-catenin/TCF-regulated genes were also verified by real-time PCR. The expression of Emp2, Lgr5, and Wisp1 was upregulated in L1210-Fbxw11a/c/d cells. Dll1, Ecel1, Nanog, Cldn1, and Trx3 were upregulated to various extents in L1210 cells expressing high levels of Fbxw11 transcript variants (Fig. 6d). A dual luciferase reporter system was also used. Activation of both the NF-κB and β-catenin/TCF signaling pathways was detected in 293T cells expressing high levels of Fbxw11 transcript variants (Fig. 6e, f). ICG-001 and JSH-23, inhibitors of the NF-κB and β-catenin/TCF pathways, were used to further confirm that both the NF-κB and β-catenin/TCF signaling pathways mediate the pro-proliferation effects on L1210-Fbxw11a/c/d cells. The administration of high doses of both inhibitors (5 μM for ICG-001 and 16 μM for JSH-23) completely diminished the pro-proliferation effects of Fbxw11 on L1210 cells. Furthermore, the administration of a combination of low doses of inhibitors (2 μM for ICG-001 and 8 μM for JSH-23) completely diminished the pro-proliferation effects of Fbxw11, although treatment with a low dose of either inhibitor had little effect (Fig. 6g). Based on the results of the apoptosis analysis, all dosages used in the experiments displayed little toxic effects (Figure S4). The above data suggested that Fbxw11 promoted the proliferation of L1210 cells by concomitantly activating the NF-κB and β-catenin/TCF signaling pathways.

**Fig. 6:**
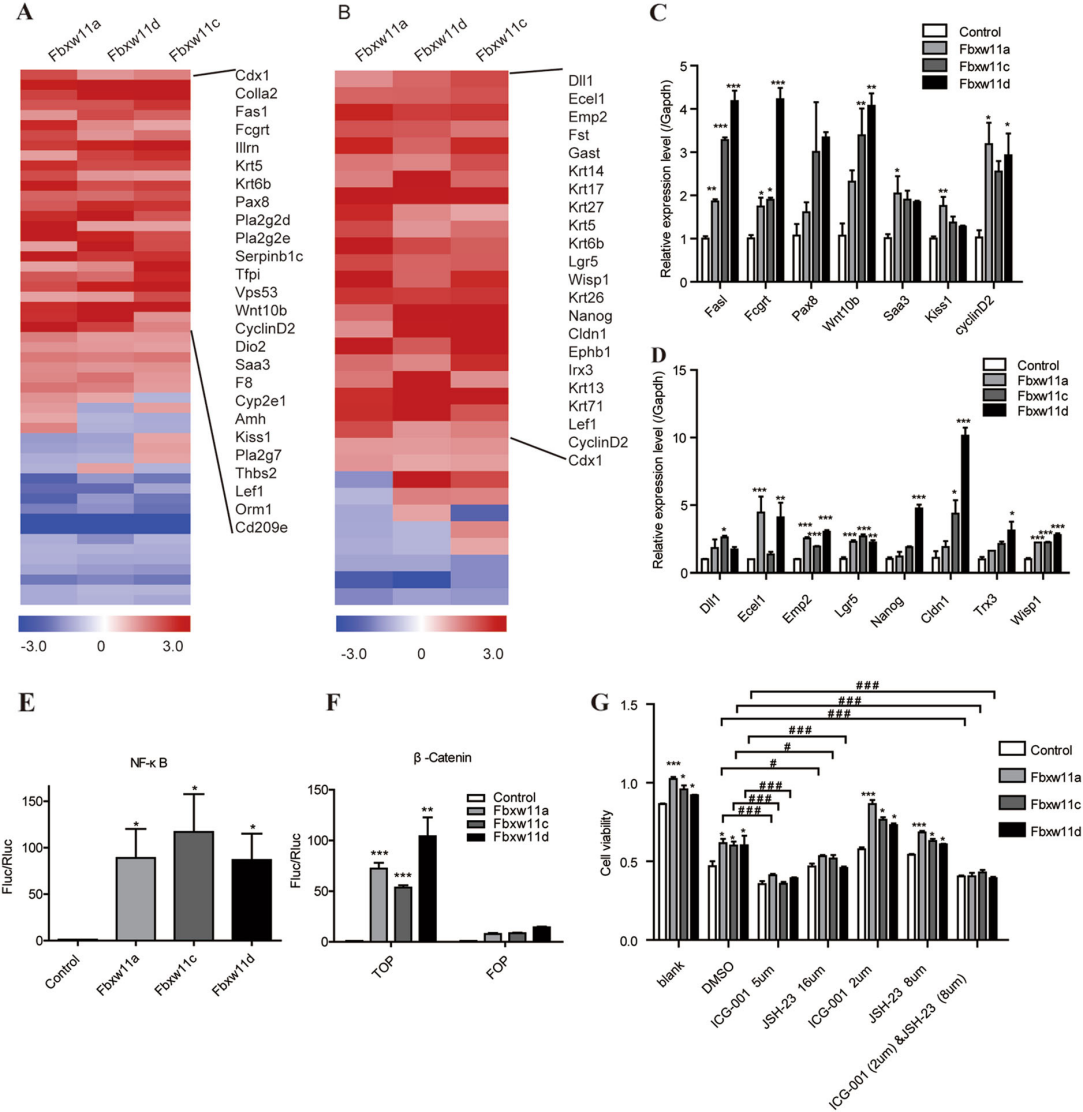
Fbxw11 activated both the NF-κB and β-catenin/TCF signaling pathways. **a**, **b** Genes downstream of the NF-κB and β-catenin/TCF signaling pathways were selected for clustering and normalized to L1210-control cells. **c**, **d** The expression of representative genes regulated by the NF-κB and β-catenin/TCF signaling pathways were verified by real-time PCR. **e** The dual luciferase method was used to analyze the activation of the NF-κB pathway in HEK293T cells expressing high levels of the Fbxw11 transcript variants. The control was set to 1. **f** The dual luciferase method was used to analyze the activation of the β-catenin/TCF signaling pathway in HEK293T cells expressing high levels of Fbxw11 transcript variants, and a mutant TCF transcription factor (FOP) was used as a functional control. The controls were set to 1. **g** The effects of NF-κB and β-catenin/TCF signaling pathway inhibitors on the proliferation of leukemia cells. Data are presented as means ± SEM (*n* = 3; 3 independent experiments). *Compared to control cells, *p < 0.05, **p < 0.01, ***p < 0.001;^ #^Compared to DMSO, ^#^*p* < 0.05, ^###^*p* < 0.001

## Discussion

The genesis and progression of leukemia are multifactorial processes that are regulated by a combination of microenvironmental and internal factors. The UPS is an important protein control system that participates in many physiological processes, such as cell proliferation, differentiation, and signal transduction. Dysfunction of ubiquitination or abnormal expression of UPS components is closely related to the occurrence of a variety of tumors and leukemia^16,20^. In our previous study, we observed upregulation of Fbxw11 in HSPCs in a T-ALL microenvironment^36^. However, little is known about the effects of Fbxw11 on leukemia cells. In the present study, Fbxw11 was aberrantly upregulated in patients with certain subtypes of ALL. Furthermore, high levels of Fbxw11 expression stimulated L1210 cell proliferation by regulating the cell cycle process. Moreover, both the NF-κB and β-catenin/TCF signaling pathways were activated in this process. Our results not only elucidate the significance of the Fbxw11-associated UPS in the progression of ALL but also provide new insights for leukemia research and clinical therapy.

The correlation between high levels of Fbxw11 expression and tumors has been reported in skin tumors and colorectal cancer, among others^33,37^. In our study, Fbxw11 was expressed at higher levels in patients with newly diagnosed and relapsed ALL than in healthy control donors. The E3 ligases Fbxl2, Fbxl10, and SKP2 participate in the proliferation of leukemia cells^20–22^. According to previous studies, β-TrCP (including β-TrCP1 and Fbxw11) is involved in regulating cell division^38^. Here we detected the growth-promoting effects of Fbxw11 variants on L1210 cells both in vitro and in vivo. Based on the results of the apoptosis and cell cycle analyses, the effects were due to stimulation of the cell cycle rather than the induction of apoptosis. The bioinformatics analysis of microarray data showed that categories involved in the regulation of cell proliferation and positive regulation of T-cell proliferation were enriched in the GO biological process analysis. Furthermore, the upregulation of proliferation-associated genes was also validated. These results further confirmed that high levels of Fbxw11 expression promoted the proliferation of ALL cells, and three Fbxw11 variants exerted similar effects.

The mechanism by which Fbxw11 stimulated the proliferation of ALL cells was of interest. Enhanced constitutive activation of the NF-κB pathway has been observed in several human tumor cells. Activation of the NF-κB pathway upregulates cyclins, such as cyclin D1^39^. Moreover, a series of inhibitors of the NF-κB pathway are degraded by F-box proteins, including Fbxw11^26,28,40,41^. In our study, the category of the NF-κB signaling pathway had a high enrichment score in the KEGG analysis. Furthermore, a reporter gene assay provided direct evidence that high levels of Fbxw11 expression enhanced the transcriptional activity of the NF-κB signaling pathway. Moreover, upregulation of cyclin D1 was detected in L1210 cells expressing high levels of Fbxw11 variants. These results suggested that the NF-κB-cyclinD pathway was activated by Fbxw11 to stimulate the proliferation of ALL cells.

The β-catenin/TCF signaling pathway is implicated in many types of human tumors^23^. Accumulation and nuclear translocation of β-catenin leads to the activation of TCF transcription factors, followed by the induction of transcription of a number of proliferation-associated genes, including cyclin D1^42^. Fbxw11 recognizes β-catenin and is involved in its degradation^26,43^. In our study, the Wnt/β-catenin pathway was simultaneously activated in the three groups expressing high levels of Fbxw11 variants in the IPA analysis (Fig. 4f). The reporter gene assay further confirmed that Fbxw11 overexpression promoted the transcriptional activity of the β-catenin/TCF signaling pathway. The mechanism is not clear. However, a similar phenomenon has also been observed for other F-box proteins. For example, EDD3, FANCL, and RAD6B interact with β-catenin, leading to their ubiquitination. However, high levels of those F-box proteins increase the level of the β-catenin protein and the activation of the β-catenin pathway^44–46^. These results suggest that β-catenin/TCF signaling pathway is also activated by Fbxw11 to stimulate the proliferation of leukemia cells.

Studies on the mechanism of Fbxw11 in malignant cells in the literature have mainly focused on either the NF-κB or β-catenin signaling pathway^23,47^. However, both of these pathways converge to regulate the activity of the cyclin D1 gene promoter^39,47,48^. Intriguingly, both the NF-κB and β-catenin/TCF signaling pathways were activated in L1210 cells expressing high levels of Fbxw11 in the present study. Inhibitors of the two signaling pathways were used to test their effects on cell proliferation and further confirm the concomitant involvement of the two pathways. Treatment with a combination of low doses of the inhibitors completely diminished the pro-proliferation effects of Fbxw11, although treatment with a low dose of either inhibitor alone had little effect. These results suggest that increased activities of the SCF^Fbxw11^ E3 ubiquitin ligase in ALL cells promotes cell proliferation by accelerating cell cycle events through concomitant activation of the NF-κB and β-catenin/TCF signaling pathways.

Taken together, Fbxw11 expression is upregulated in patients with ALL. High levels of Fbxw11 expression stimulate the proliferation of L1210 lymphocytic leukemia cells in vitro and promote tumor formation in vivo by regulating the cell cycle. Most importantly, activation of both the NF-κB and β-catenin/TCF signaling pathways is involved in this process. This work reveals the role of Fbxw11 in the proliferation of lymphocytic leukemia cells and implies that Fbxw11 may serve as a potential molecular target for the treatment of lymphocytic leukemia.

## Materials and methods

### Leukemia samples

BM samples were obtained from pediatric patients with AL who were aged <18 years at the initial diagnosis from the Blood Diseases Hospital, Chinese Academy of Medical Sciences & Peking Union Medical College. Patients included 60 individuals with newly diagnosed ALL, 59 with newly diagnosed acute myelocytic leukemia, 12 with relapsed ALL, and 15 with ALL in CR. Among the 15 patients with ALL in CR, only 7 cases had samples at newly diagnosed stage and they were also included in the 60 newly diagnosed ALL group. These seven cases were chosen for follow-up study to compare Fbxw11 expression in patients before and after standard chemotherapy achieving CR. Bone marrow mononuclear cells were obtained by Ficoll-Hypaque density gradient centrifugation. Approval was obtained from the Institutional Research Board at Blood Disease Hospital prior to the initiation of this study.

### Reagents and vectors

PRMI-1640, fetal bovine serum (FBS), and M-MLV reverse transcriptase were purchased from Thermo Fisher Scientific (Carlsbad, CA). The SYBR Premix Ex Taq Kit was obtained from TaKaRa Biotech (Dalian, China). The monoclonal antibody against mouse Fbxw11 was purchased from Sigma-Aldrich (St. Louis, MO). The enhanced chemiluminescence detection kit was purchased from Millipore (Bedford, MA). The lentivirus-based vector pLV-EF1α-MCS-IRES-Bsd (Cat# cDNA-pLV03) and pLV-H1-EF1α-red (Cat# SORT-B11) were obtained from Biosettia Inc. (San Diego, CA).

### Cell lines

The L1210 cell line was purchased from ATCC and stored at the cell bank of the State Key Laboratory of Experimental Hematology (SKLEH). L1210 cells were infected with lentiviruses carrying Fbxw11 variants. After sorting by flow cytometry, the GFP^+^ stably transfected cell lines were named L1210-control, L1210-Fbxw11a, L1210-Fbxw11c, and L1210-Fbxw11d, respectively. All cells were maintained in RPMI 1640 medium supplemented with 10% FBS, glutamine (2 mM), penicillin (100 U/ml), and streptomycin (100 μg/ml), at 37 °C in 5% CO_2_ atmosphere.

### cDNA synthesis and real-time RT-PCR

The cDNA templates were prepared using a previously described method^49^. Briefly, total RNA was extracted using Trizol Reagent (Invitrogen, Carlsbad, CA, USA) and cDNAs were then synthesized using M-MLV reverse transcriptase (Invitrogen), according to the manufacturer’s instructions. Real-time PCR was performed using an ABI 7500 Sequence Detector System (Applied Biosystems, Foster City, CA). The expression level of target genes was obtained from at least three independent experiments by calculating the RQ value using the ^ΔΔ^Ct method [^ΔΔ^Ct = (Ct_TARGET_−Ct_GAPDH_) sample−(Ct_TARGET_−Ct_GAPDH_) calibrator]. The sequences of all primers are listed in Table 1 in the supplementary materials. For each gene, the RQ value of L1210-control was designated 1.00.

### Western blot

Total protein was extracted from cells using lysis buffer (Cell Signaling Technology, Danvers, MA) supplemented with protease inhibitors and phenylmethanesulfonylfluoride. Separation on sodium dodecyl sulfate-polyacrylamide gel electrophoresis gels, transfer to polyvinylidene difluoride (PVDF) membrane and film development were performed using a standard protocol^50^. PVDF membranes were incubated with diluted primary antibodies (1:1000 for Fbxw11; QC13573, Sigma, St. Louis, MO) and 1:5000 for glyceraldehyde 3-phosphate dehydrogenase (GAPDH; 97166, Cell Signaling, Danvers, MA) in TBST buffer containing 5% milk at 4 ℃ overnight. Western blots were repeated at least three times.

### Cell cycle analysis

PI staining was used for the cell cycle analysis. Briefly, cells were harvested, suspended in phosphate-buffered saline (PBS) and fixed with 70% ethanol on ice for 1 h. Then cells were washed with PBS and RNA was digested with RNase. Haploid and diploid DNA were labeled with PI overnight. Ki-67/PI double staining was also employed to detect cells in G0 phase. Briefly, suspended cells were treated with Cytofix/Cytoperm buffer (BD Pharmingen) and stained with Ki-67-PE (Biolegend, San Diego, CA) and Hoechst33342 (Sigma). An LSRII flow cytometer was used for the cell cycle analysis according to standard protocols. Experiments were repeated at least three times.

### Mouse model

Six-to-8-week-old female DBA2 mice were purchased from Beijing Vital River Laboratory Animal Technology Co., Ltd. (Beijing, China) and maintained in the animal center of SKLEH. All experiments were approved by the Institutional Animal Care and Use Committees of SKLEH. The dorsal surface of each mouse was subcutaneously. injected with 1 × 10^6^ cells in a volume of 200 μL. Tumor volumes were monitored weekly. Mice were sacrificed 4 weeks after cells were injected. Tumor volumes were calculated using the formula length × width^2^/2.

### Immunofluorescence staining for the BrdU incorporation assay

Mice were intraperitoneally injected with 50 mg/kg BrdU 16 h prior to sacrifice. Tumors were isolated, fixed with 4% paraformaldehyde for 24 h, and then 5-µm-thick paraffin-embedded tissue sections were generated. Tissue sections were stained with an anti-BrdU antibody (Cell Signaling Technology, Danvers, MA) followed by DyLight^TM^ 649-conjugated goat anti mouse IgG (Biolegend, San Diego, CA) to determine the extent of BrdU incorporation in tumors. DAPI (4,6-diamidino-2-phenylindole) was used to counterstain the nuclei. Sections were scanned using a confocal laser scanning microscope (UltraView Vox, PerkinElmer, MA).

### Microarray and data analysis

First, mRNAs were extracted from L1210-control, L1210-Fbxw11a, L1210-Fbxw11c, and L1210-Fbxw11d cells, respectively. An Agilent SurePrint G3 Mouse Gene Expression V 2.0 microarray was analyzed by Shanghai OE Biotech. Co., Ltd. using standard protocols. The microarray data are available in the National Center for Biotechnology Information Gene Expression Omnibus database under accession number GSE101725. DEGs in L1210-Fbxw11a, L1210-Fbxw11c, and L1210-Fbxw11d cells were normalized to L1210-control cells and filtered with a fold change ≥2.0 to obtain the three groups of DEGs. The intersections of these DEGs were analyzed by performing GO and KEGG pathway analyses using the FunNet online database. The significance of the gene enrichment in the considered GO and KEGG categories was calculated using a unilateral Fisher exact test (*p*-value) and a false discovery rate <0.01. The sum of these three groups of DEGs was also analyzed by a comparison analysis using the IPA software, and the common canonical pathway was obtained based on the activation *z*-score. The expression patterns among the different groups were analyzed using the MeV 4.9.0 software.

### Knockdown Cyclin D1 by shRNA

shRNA sequences for silencing mouse Cyclin D1 were designed using RNAi designer from ThermoFisher website (http://rnaidesigner.thermofisher.com/rnaiexpress/index.jsp). The two shRNA sequences were synthesized as Cyclin D1-sh1 (AAAAGCTGCAAATGGAACTGCT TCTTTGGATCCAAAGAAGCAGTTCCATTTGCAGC) and Cyclin D1-sh2 (AAAAGGAA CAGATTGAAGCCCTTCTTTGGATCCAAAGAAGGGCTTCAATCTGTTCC). An shRNA targeting LacZ (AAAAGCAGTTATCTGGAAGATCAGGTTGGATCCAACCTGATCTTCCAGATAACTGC) was used as control for knockdown analysis. The single-stranded DNA oligos were annealed to form a double-strand oligos and ligated to the linearized pLV-H1-EF1α-red vector to construct shRNA vectors. L1210-control and L1210-Fbxw11c cells were infected with lentiviruses carrying different shRNA vectors, respectively. After sorting by flow cytometry, the RFP^+^ cells were used for further analysis. The efficacy of knockdown by shRNA was verified by real-time RT-PCR.

### Statistical analysis

All quantitative data are presented as the means ± SEM and were analyzed using one-way analysis of variance (ANOVA) and followed by Dunnett’s post hoc multiple comparison test (to compare all columns with the control column). Two-way ANOVA followed by Bonferroni’s post hoc test was also used to analyze multiple factors. The significance of differences in Fbxw11 expression between ALL specimens and ALL-CR specimens was tested using a paired *t*-test. Data were analyzed using the GraphPad Prism software. Two-sided *p*-values <0.05 were considered statistically significant.

## Electronic supplementary material

Figure S1

Figure S2

Figure S3

Figure S4

Supplemental figure legend

Table 1

# Supplementary material for: Fbxw11 promotes the proliferation of lymphocytic leukemia cells through the concomitant activation of NF-κB and β-catenin/TCF signaling pathways
**Source:** Cell Death Dis. 2018 Mar 19;9(4):427. doi: 10.1038/s41419-018-0440-1
**Supplement:** Supplementary file 5 — Supplemental figure legend

**Figure S1.** Analysis of Fbxw11 expression and clinical features in newly diagnosed pediatric ALL. Patients were grouped according to different clinical features. Risk group: high-risk, middle-risk and standard-risk; Age: ≥10 years and 1–10 years; TEL/AML1: (-) and (+)； BCR/ABL: (-) and (+)； LDH： High and low (groups with LDH level P≥500 and <500 U/L). Leukocyte counts： High and Low (groups with leukocyte counts ≥50 and <50×109/L when newly diagnosed)； Prednisone response: Poor and good (groups with poor and good prednisone response after hormonal therapy on 8 days.

**Figure S2.** Effect of Fbxw11 on cell apoptosis of L1210 cells. L1210 cells with overexpression of Fbxw11 transcript variants were harvested and stained with PI and Annexin V to be subjected to flow cytometry analysis.

**Figure S3** (A) Representative FACS results from cell cycle analysis by PI staining. (B) Representative FACS results from cell cycle analysis by Ki67 and hoechst 33342 staining.

**Figure S4** (A) Representative FACS results of apoptosis to analyze cytotoxic effect of the high concentration of drugs. (B) Quantitative analysis of the apoptosis assay. There was no difference in apoptosis among different drug treatment.

# Supplementary material for: Fbxw11 promotes the proliferation of lymphocytic leukemia cells through the concomitant activation of NF-κB and β-catenin/TCF signaling pathways
**Source:** Cell Death Dis. 2018 Mar 19;9(4):427. doi: 10.1038/s41419-018-0440-1
**Supplement:** Supplementary file 6 — Table 1

**Table 1** Primers used for detection of human and mouse genes by real-time RT-PCR analysis

| Gene name | Forward primer | Reverse primer |
| --- | --- | --- |
| Fbxw11(homo) | GTGGGATGTGAACACGGGTGA | CGTAAAGTGATGTCGGTCGCAG |
| Fbxw11(mus) | CGGGACTTTATCACTGCTTTA | ATCACTCGCTGCCATTCTTTA |
| GAPDH(homo) | GAAGGTGAAGGTCGGAGTC | GAAGATGGTGATGGGATTTC |
| GAPDH(mus) | CACTTGAAGGGTGGAGC | GGGCTAAGCAGTTGGTG |
| Plac8(mus) | ATGGCTCAGGCACCAACAGT | GCCGTATCGGGTTCGGTAGA |
| Nanog(mus) | TCTCCTCGCCCTTCCTCTGA | GAGAGAACACAGTCCGCATCTT |
| Emp2(mus) | TTGACAATGCCTGGTGGGTA | GCTGGAGCAGAAAGATGAG |
| Fasl(mus) | CACTTCATCTTGGGCTCCTC | TGTTGTGGTCCTTCTTCTTT |
| Tnfsf18(mus) | TCATGGCTCTTGTGCATAGT | TTCCCATCAGATGTCGTATT |
| Arg1(mus) | CAACCAGCTCTGGGAATCTG | AATCGGCCTTTTCTTCCTTC |
| Fcgrt(mus) | TTCCCTCTTTCTGGGCTACA | TTCTCCCAATACCAAGACACCT |
| Pax8(mus) | GCAGCAGTGGTCCTCGAAAG | TGTTGAGTAAGGGCAGTGGG |
| Wnt10b(mus) | GGTGGGACGCCAGGTGGTAA | AGTTGCGGTTGTGGGTATCG |
| Saa3(mus) | GGCTGTTCAGAAGTTCACGG | AGCAGGTCGGAAGTGGTTGG |
| Kiss1(mus) | CTCGTAGGTCGTCGCCATGC | GAAGGAGTTCCAGTTGTAGG |
| CyclinD2(mus) | CTGCTGTGCTGCGAGGTG | AGCCAAGAAACGGTCCAGGTAA |
| Dll1(mus) | CAATGGAGGACGATGTTCAGA | ACAGGTAAGAGTTGCCGA |
| Ecel1(mus) | CTATCTGCCCAACAAGAATCAA | TCTCAGTCCACCAGTGCAACA |
| Emp2(mus) | TTGACAATGCCTGGTGGGTA | GCTGGAGCAGAAAGATGAG |
| Lgr5(mus) | GGGAACCGAGCCTTACAG | CCCGCTCATCTTGAACTTGAAATA |
| Cldn1(mus) | CTGGGTTTCATCCTGGCTTCT | CTGTATCTGCCCGGTGCTT |
| Irx3(mus) | GACACGGGGGGCGAGGGGCT | CGAAGTCGCCGTTCCTGTGC |
| Wisp1(mus) | GTGATGATGACGCAAGGAGAC | CGGGCATTGACGTTAGAGA |
| Gabbr1(mus) | TTAGGCTTTAGTCTGGGCTATG | AAGTCTCAATGGTTCGGTGC |
| Plxnb1 | GGGCACCTTATCCTTTCTGA | CCTCATCTACATCCTCCAGCA |

How the deposited data were processed for this re-analysis (not part of the article)

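The expression of 4 L1210 cell lines, L1210-control, L1210-Fbxw11a, L1210-Fbxw11c and L1210-Fbxw11d, was measured on 1 Agilent 1-colour mouse array each. The authors deposited the output of the Feature Extraction scanner software for each array, which gives a background-corrected signal intensity per spot with flags for outliers, saturation and spots well above background. They also deposited 1 table of the same linear signals, with log2 values normalized so that the 4 arrays have nearly the same distribution (sorted values differed by at most 0.193), a detection flag, gene symbols, GO terms and mm9 coordinates. The paper's text gives a fold change of 2 as the threshold and does not name the normalization.

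From the scanner files, log2 of the processed signal minus each array's 75th percentile over gene spots was used. These percentiles were 620.2 for L1210-control, 627 for L1210-Fbxw11a, 672 for L1210-Fbxw11c and 954 for L1210-Fbxw11d. Control spots and spots flagged as outliers (102 to 167 per array) were left out, and spots of a probe were averaged. A probe counted as well above background when at least 0.5 of its spots were. Among probes with every spot well above background, the lowest signals were 18.1, 14.5, 16.1 and 16.0 on the 4 arrays in the same order, and these set the bounds. A probe with only some of its spots well above background can lie lower and still count as measured, as 5, 2, 5 and 7 probes did. Genes were taken by the deposited symbol, with the probe of highest mean signal. The number of arrays, 1 per line, limits the precision, and no test across samples was possible.

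Alternatives were normexp background correction (limma 3.58.1, offset 50), quantile normalization, centring on the median, the authors' deposited normalized values, no filter on dim probes, a filter on both arrays, flagged spots kept, thresholds of 1.5 and 3, and other rules for genes with several probes. Genes planned to be named were those the paper names in its text, primer table and the labels of Fig. 5a, Fig. 5c, Fig. 6a and Fig. 6b (71 genes), and the 5 genes with the largest and the 5 with the smallest log2 ratio by their least changed line. Not every gene under this rule is reported here. Other genes are named for their place in a GO term, in a gene list or among genes that changed in opposite directions, and they were picked after their values were seen. The planned genes, the alternatives and 3 gene lists were fixed before the data were examined. The lists, of 30 NF-κB targets, 25 β-catenin/TCF targets and 26 cell cycle genes, were written from general knowledge. Lists of 12 marker genes each for macrophages and monocytes, for fibroblasts and stromal cells, and for the interferon response were written later, before their values were seen. A list's median was set beside 10000 random lists of the same size, matched on mean expression in 20 bins. For lists, signals below the highest of the 4 detection limits were set to that limit. GO terms were counted among genes well above background in L1210-control or in all 3 variant lines. Of these 17254 genes, 15503 had a GO annotation, and so did 244 of the 278 genes in all 3 lists. The terms are direct annotations, 18 of which were looked at. KEGG, FunNet and IPA were not used here.

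Simulated arrays had the mean signal of the 3 variant arrays, with the spread either of these arrays or of the spots of a probe. The calling step was tested on simulated data with 200 of 55681 probes changed by 2 on the log2 scale, at signals at least 3 above the limit on that scale, and noise taken from replicate spots. In the simulated comparison of L1210-Fbxw11a all 200 were recovered and 600 unchanged probes were called. For L1210-Fbxw11c and L1210-Fbxw11d, 200 were recovered and 562 and 577 unchanged probes were called. Computations used R 4.3.3, Python 3.11.15, numpy 2.4.6 and pandas 2.3.3.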

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

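The test of opposite directions and the test of Me3 were chosen only after the result was seen.

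Of the genes in all 3 lists, 9 were higher than L1210-control in one variant line and lower in another. This difference between lines was not tested, since each line has 1 array. In 8 of the 9 genes, Ccr10, Dkk1 and Wnt2b among them, the gene was higher in L1210-Fbxw11a and lower in L1210-Fbxw11c and L1210-Fbxw11d. The 9th gene, 6030451C04Rik, had log2 ratios of 1.04, 2.24 and -1.16. For 6 of the 9 genes at least 1 of the log2 ratios is a bound. Under 1 detection limit for all arrays, 6 such genes were observed. Simulated arrays under that limit, with the spread of the 3 variant arrays, gave 2.65 such genes on average (0 to 10). That spread holds any real difference between the variants, so this is no test, and spread between arrays of unchanged lines and a difference between the variants cannot be told apart.

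The 5 genes with the largest rise are not discussed in the paper and stood above L1210-control in all 3 lines. The least of the 3 log2 ratios was 2.29 for Gm2085, 1.88 for Me3, 1.87 for Cyp11a1, 1.77 for Klhl30 and 1.65 for Gm15328. Defects of single spots are argued against for Me3, whose second probe rose by at least 1.33 on the log2 scale in every variant line. Only 1 of the 5 genes had a second probe well above background on all 4 arrays, so for the other 4 a defect of a spot on the control array and a change in the cells cannot be told apart. Klhl30 had the brightest signals of the 4, at 379 in L1210-control and 2209, 1295 and 1386 in the variant lines. An effect of Fbxw11 and a chance difference of the 1 control culture both remain untested.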

How the results depend on the processing

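No alternative here was chosen after the result was seen. The slide as a block was not run, since L1210-Fbxw11d is the single array on slide 2. No paired analysis was possible because each line has 1 array.

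The number of called probes stayed within 1.5 times its value for all 3 lines with quantile normalization, median centring, the authors' deposited normalized values and flagged spots kept. It moved further with the filter on dim probes, the background correction and the threshold. For L1210-Fbxw11a, L1210-Fbxw11c and L1210-Fbxw11d in this order, the counts were 519, 445 and 1100 with normexp background correction and 5102, 4689 and 7290 with no filter on dim probes. They were 4769, 4221 and 6899 at a threshold of 1.5 and 887, 733 and 923 at a threshold of 3. With probes well above background on both arrays, they were 979 for L1210-Fbxw11a and 835 for L1210-Fbxw11c. The number of genes in all 3 lists was 105 with normexp, 611 with no filter, 112 with genes well above background on all 4 arrays, 608 at a threshold of 1.5 and 153 at a threshold of 3. It was 281 with quantile normalization and 280 with the deposited values. A lower threshold or no filter admits more probes and a higher one fewer by construction. For normexp the cause was not tested.

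The share of lower calls in L1210-Fbxw11d was 85.9% in the main setting, 70.0% with quantile normalization (696 higher, 1625 lower), 69.9% with the deposited values (691 higher, 1603 lower) and 95.9% with normexp (45 higher, 1055 lower). For L1210-Fbxw11c it was 62.1% and, with normexp, 74.4%. No scaling moved the median of all genes by over 0.1 on the log2 scale.

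The median log2 ratio of the NF-κB target list stayed below 0 in each of the 3 lines under quantile normalization, the deposited values, normexp and no filter. It moved to -0.55 in L1210-Fbxw11a and -0.47 in L1210-Fbxw11c with normexp, and to -0.36 and -0.27 with no filter. The β-catenin/TCF list changed sign in L1210-Fbxw11c with no filter, from 0.066 to -0.11. The cause was not tested.

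Of 106 log2 ratios of named genes at 2-fold or more, 106 remained so with median centring, 105 with quantile normalization, 104 with the deposited values, 86 with the mean of a gene's probes and 53 with normexp. The direction of Gabbr1 reversed with the mean of its probes, to -0.99 in L1210-Fbxw11a, -1.09 in L1210-Fbxw11c and -1.44 in L1210-Fbxw11d. This follows from another probe, which is at least 12.5-, 12.1- and 17.3-fold lower in the variant lines.

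Signal over background limits the calls. The brighter of the 2 signals, before scaling, was under 100 in 60.7% to 65.3% of calls, and 31.7% to 49.5% of calls were bounds.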

Differences from the paper's values

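No test was chosen after the result was seen here, and the alternatives named were set before the data were examined.

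For L1210-Fbxw11d, 385 probes were higher than in L1210-control, where the paper's value is about 1200 in Fig. 4c, read by eye. With no filter on dim probes (1792) the value falls within 1.5 times of the paper's, and with the other 8 alternatives it does not. Lower in L1210-Fbxw11d were 2340 probes, where the paper's value is about 1100 in Fig. 4c, read by eye. The value is within 1.5 times with normexp background correction, quantile normalization, the deposited values, probes well above background on both arrays and a threshold of 3. It is not with median centring, no filter, flagged spots kept or a threshold of 1.5.

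Genes called only in L1210-Fbxw11a were 393, where the paper's value is about 600 in Fig. 4d, read by eye. The values are within 1.5 times with quantile normalization, median centring, the deposited values, no filter, a threshold of 1.5, the mean of a gene's probes and any probe of the gene. With normexp, the filter on both arrays, flagged spots kept and a threshold of 3 they are not. Genes called only in L1210-Fbxw11c were 237, where the paper's value is about 410 in Fig. 4d, read by eye. No filter, a threshold of 1.5 and any probe of the gene come within 1.5 times of it, and the other 8 do not.

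Genes shared only by L1210-Fbxw11a and L1210-Fbxw11c were 52, where the paper's value is about 100 in Fig. 4d, read by eye, and none of the 11 alternatives comes within 1.5 times. Genes shared only by L1210-Fbxw11a and L1210-Fbxw11d were 75, where the paper's value is about 120 in Fig. 4d, read by eye. With any probe of the gene the value is 100 and within 1.5 times, and with the other 10 alternatives it is not. Genes shared only by L1210-Fbxw11c and L1210-Fbxw11d were 121, where the paper's value is about 190 in Fig. 4d, read by eye. The mean of a gene's probes and any probe of the gene come within 1.5 times, and the other 9 do not.

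The paper states a number of differentially expressed genes per line that the counts of probes exceed. The counts by gene symbol, 798, 688 and 1060, do not reach it. With no filter or a threshold of 1.5 the probe counts exceed it as well, and with normexp or a threshold of 3 they do not. With probes well above background on both arrays, 979 and 835 in L1210-Fbxw11a and L1210-Fbxw11c do not reach it and 1861 in L1210-Fbxw11d does.

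The paper states that the RT-PCR directions of 8 genes, with proliferation-promoting genes raised and proliferation-suppressing genes lowered, match the arrays. Of these 8, the brightest Nanog probe fell by 0.36, 0.30 and 0.39 on the log2 scale. With the mean of the Nanog probes, the log2 ratios are 0.41, 0.49 and 0.061, and another Nanog probe is at least 1.81-, 1.60- and 1.49-fold higher. The Gabbr1 probe with the highest mean signal, near background in L1210-control, rose by 1.40, 1.13 and 1.26. With the mean of the Gabbr1 probes, the log2 ratios are -0.99, -1.09 and -1.44, which is the direction the paper states. For Arg1 in L1210-Fbxw11a, which the paper excepts, the array gave a signal at least 1.48-fold higher.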

Other observations

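The tests chosen after the result was seen are those of the Fbxw11 probes, of each array as the reference, of second probes, of the immune response and chemotaxis terms, of the slide, the scaling and the control culture for the NF-κB list, and of the higher and lower calls in L1210-Fbxw11d. The definition of a second probe was also changed after a first count was seen, and all 3 counts are given. The lists of marker genes were written before their test but after the chemokine values and the rise of Col1a2 had been seen.

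The 2 Fbxw11 probes were not raised by 2-fold in any variant line. Saturation is argued against, with 0 saturated gene spots on the 4 arrays. The probes start at bases 3692 and 3803 of the transcript. Whether these lie outside the sequence that the vector carried was not analysed here, so from the arrays probes outside it and a lack of overexpression cannot be told apart. The paper reports high expression of the variants by RT-PCR and western blotting (Fig. 2c, d), which was not re-examined here. The largest difference between any pair of arrays was 0.31 on the log2 scale, and since the probes may not read the transgene, an exchange of labels stays open too.

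The overlap of the 3 lists may in part reflect the single control array, since another array as the reference gave nearly as large a number. With L1210-Fbxw11a as the reference, 259 genes differed in the same direction on the 3 other arrays, against 269 with L1210-control. Among genes well above background on all 4 arrays, L1210-Fbxw11d as the reference gave 205 and L1210-control 109. Simulated unchanged arrays gave 192 genes (166 to 219) against 259 observed under the same limit, but their spread is that of the 3 variant arrays and holds any real difference between these, so spread between unchanged lines and changes in the cells cannot be told apart this way. Noise between spots alone is argued against, since it gave 23.7 genes. With 4 references, no share under 0.25 can be reached. Defects of single spots were examined through second probes of the same gene. For genes higher in all 3 lines, 5 of 6 second probes well above background on all 4 arrays had the same sign (83.3%), and for genes lower in all 3 lines 5 of 6 did (83.3%). Where a fold change or bound in all 3 comparisons was enough, these were 7 of 9 and 7 of 8. Where 1 comparison was enough, they were 9 of 11 (81.8%) and 7 of 13 (53.8%). With so few second probes, and with a share that moves with the definition, defects of single spots and changes in the cells cannot be told apart for these genes as a set. An effect shared by the 3 variants remains open.

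The NF-κB target list, 25 of whose 30 genes were measured, was lower in all 3 variant lines. Its median log2 ratio was -0.78 in L1210-Fbxw11a, -0.60 in L1210-Fbxw11c and -0.40 in L1210-Fbxw11d, each below all 10000 random lists matched on mean expression, and 21, 17 and 19 of the 25 genes were lower. Nfkbia, at a signal of 43025 in L1210-control, had log2 ratios of -1.06, -0.81 and -0.70. A difference between slides is argued against as the whole cause, since the median of -0.60 in L1210-Fbxw11c is from the control's own slide. Scaling is argued against, since the median nearest 0 over the 3 lines and 5 settings was -0.27, below all random lists too. Between variant lines, the median differed by at most 0.13 in size (-0.13 for L1210-Fbxw11a against L1210-Fbxw11c). The pattern is that of the control array set against the 3 others, so a state of the 1 control culture and an effect of the variants cannot be told apart. The list is of general NF-κB targets. The paper bases pathway activation on the KEGG analysis of the array genes (Fig. 4g), the genes of Fig. 6a and Cyclin D1. It also bases it on RT-PCR of NF-κB-regulated genes, a reporter assay and inhibitors of the pathways.

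Chemokine and other immune response genes were lower in all 3 lines. The test set before the result, on the term chemokine-mediated signaling pathway, gave 7.63% of random lists with as many lower genes. It is no test of the chemokines, since its 2 lower genes, Ackr4 and Ccr4, are receptors. Of the terms chosen afterwards, the immune response held 15 lower genes and chemotaxis 8, among them Cxcl2, Cxcl3, Cxcl5 and Xcl1 in both. None of 10000 random lists held as many. These counts argue against defects of single spots as the cause of the whole excess, but not for a given gene. Cxcl2, Cxcl3, Cxcl5 and Xcl1 had 1 probe each, so a spot defect cannot be excluded for any of them. Xcl1 and Ackr4 were well above background only in L1210-control, and the second Ackr4 probe was so on no array. Macrophages or monocytes in the control culture remain open. On the test set before the result, their list (9 of 12 genes measured) had medians of -0.32, -0.44 and -0.22, at percentiles of 0.05, 0.03 and 2.51, which is consistent with such cells. Against it, Lyz2 and Ctss, abundant in these cells, were at 3.91 and 4.12 in L1210-control, not well above background, but this comparison was chosen afterwards, and the Lyz2 probe was not well above background on any array. Cd68 was at 7276 in L1210-control and at 5632, 4565 and 5341 in the variant lines, and Itgam at 5119 and at 4671, 4791 and 4978. By these brightest probes both were lower in every variant line, though a dimmer Itgam probe was at 215 in L1210-control and 258 in L1210-Fbxw11d. Both were expressed in all 4 lines, so a fall of the list can come from other cells or from the L1210 cells. These cannot be told apart. With quantile normalization, the percentile in L1210-Fbxw11d was 6.85. The list of fibroblast and stromal genes (9 of 12 measured) had medians of 0.038, 0.060 and 0.17, and the interferon list (9 of 12 measured) -0.049, 0.15 and 0.018. In both lists genes go both ways. The fibroblast list was not lower in any variant line in this setting, and it moved to 0.38 (percentile 99.89) in L1210-Fbxw11d with quantile normalization, 0.37 (99.85) there with the deposited values, and 0.24 (99.55) in L1210-Fbxw11c and 0.31 (99.37) in L1210-Fbxw11d with no filter. The interferon list reached a percentile of 97.55 in L1210-Fbxw11c with normexp. Against fibroblasts in the control culture, Col1a1, Col1a2, Col3a1 and Sparc were higher in all 3 lines, by 0.038, 1.45, 0.69 and 0.74 in L1210-Fbxw11a, 0.38, 2.10, 0.97 and 0.85 in L1210-Fbxw11c and 0.47, 2.05, 0.17 and 0.61 in L1210-Fbxw11d, and in L1210-control Col1a1 was at 44.4 and Col3a1 at 16.6, near background, where Cxcl1 was at 11997. These 4 genes were picked after their values were seen, and Pdgfra was lower in all 3 lines (-0.022, -0.55 and -0.70) and Dcn in 2 (-0.29 and -0.53, against 0.33 in L1210-Fbxw11d), so fibroblasts are not excluded. Of the interferon list, the 2 brightest genes moved little, Bst2 by -0.086, -0.067 and 0.046 and Isg15 by -0.26, 0.15 and 0.018, and an interferon response stays open too.

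The excess of lower calls in L1210-Fbxw11d, 85.9% of its calls, may come in part from scaling to the 75th percentile, since quantile normalization moved it to 70.0%. The L1210-Fbxw11d array is the only one on slide 2, so the slide and the variant cannot be told apart for the rest. The E1A spike-in RNAs, at -0.59 on this array after scaling, were at 0.034 before it, so they give the size of the scaling step and no sign of a weaker array.

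The cell cycle list (26 genes) had medians of -0.014, 0.15 and 0.15 in L1210-Fbxw11a, L1210-Fbxw11c and L1210-Fbxw11d, at percentiles of 17.6, 99.96 and 99.28 among random lists, so it stood apart upward in 2 lines and not in L1210-Fbxw11a. With normexp background correction it was at 94.6 in L1210-Fbxw11c and 96.8 in L1210-Fbxw11d, and neither then stood apart. The β-catenin/TCF list (19 of 25 measured) had medians of 0.083, 0.066 and 0, at percentiles of 93.5, 83.9 and 43.4, none apart from random lists, and the mean of the list in L1210-Fbxw11c, -0.059, differed in sign from its median. No explanation was tested for these.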
